# Multiome in the Same Cell Reveals the Impact of Osmotic Stress on *Arabidopsis* Root Tip Development at Single‐Cell Level

**DOI:** 10.1002/advs.202308384

**Published:** 2024-04-18

**Authors:** Qing Liu, Wei Ma, Ruiying Chen, Shang‐Tong Li, Qifan Wang, Cai Wei, Yiguo Hong, Hai‐Xi Sun, Qi Cheng, Jianjun Zhao, Jingmin Kang

**Keywords:** *Arabidopsis* root tip, osmotic stress, single‐nucleus multi‐omics, transcriptional regulatory networks

## Abstract

Cell‐specific transcriptional regulatory networks (TRNs) play vital roles in plant development and response to environmental stresses. However, traditional single‐cell mono‐omics techniques are unable to directly capture the relationships and dynamics between different layers of molecular information within the same cells. While advanced algorithm facilitates merging scRNA‐seq and scATAC‐seq datasets, accurate data integration remains a challenge, particularly when investigating cell‐type‐specific TRNs. By examining gene expression and chromatin accessibility simultaneously in 16,670 *Arabidopsis* root tip nuclei, the TRNs are reconstructed that govern root tip development under osmotic stress. In contrast to commonly used computational integration at cell‐type level, 12,968 peak‐to‐gene linkage is captured at the bona fide single‐cell level and construct TRNs at an unprecedented resolution. Furthermore, the unprecedented datasets allow to more accurately reconstruct the coordinated changes of gene expression and chromatin states during cellular state transition. During root tip development, chromatin accessibility of initial cells precedes gene expression, suggesting that changes in chromatin accessibility may prime cells for subsequent differentiation steps. Pseudo‐time trajectory analysis reveal that osmotic stress can shift the functional differentiation of trichoblast. Candidate stress‐related gene‐linked cis‐regulatory elements (gl‐cCREs) as well as potential target genes are also identified, and uncovered large cellular heterogeneity under osmotic stress.

## 1 Introduction

Sessile plants have evolved various mechanisms to adapt, survive, and thrive under constantly changing climates. For instance, specific cell and tissue differentiation may facilitate plants to cope with stress environments, and such responses often depend on selective gene expression during plant growth and development.^[^ ^1^, ^2^ ^]^ Gene expression occurs only when the gene‐associated chromatin becomes accessible by transcription machinery.^[^ ^3^ ^]^ The process of cell differentiation, coupled with subsequent tissue and organ development and environmental changes can alter the dynamics of chromatin accessibility, ultimately leading to gene expression specific to each cell type.^[^ ^3^, ^4^, ^5^ ^]^ Hence, having the global RNA transcript profile and genome‐wide chromatin accessibility in single cells is essential to unravel transcriptional regulatory networks (TRNs) that modulate how cell differentiates, how tissue and organ develop and how plants respond to biotic and abiotic environmental stresses.

Single‐cell RNA sequencing (scRNA‐seq) enables the detection of gene expression in individual cells,^[^ ^6^, ^7^, ^8^, ^9^, ^10^ ^]^ while single‐cell ATAC sequencing (scATAC‐seq) provides access to open chromatin data for each cell.^[^ ^11^, ^12^ ^]^ The concurrent application of both technologies can establish a relationship between gene expression and regulatory element accessibility at the single‐cell level, promoting the discovery of underlying transcriptional regulatory mechanisms and more accurately reconstructing fundamental physiological cellular processes.^[^ ^13^, ^14^, ^15^ ^]^ Most simultaneous single‐cell gene expression and chromatin accessibility studies involve conducting separate scRNA‐seq and scATAC‐seq experiments on the same samples, then integrating the two sets of omics data using algorithms to link them and “anchor” homogenous cells across the data sets.^[^ ^16^, ^17^, ^18^, ^19^ ^]^ However, while data integration methods can achieve single‐cell gene expression and chromatin accessibility analysis, they do not allow identifying specific relationships between the two data types for each cell, because accurate integration of multi‐omics data remains to be challenging.^[^ ^20^ ^]^ Consequently, chromatin accessibility and RNA expression within the same cell are necessary to directly correlate transcriptional regulation data with its RNA products, allowing for a more accurate and comprehensive description of single‐cell types and developmental statuses.^[^ ^20^, ^21^ ^]^ Although this technology has been widely applied in human and animal research, it remains largely unexplored in the field of plants.

Drought, high salt and low temperature lead to osmotic stress, resulting in the reduction of crop production and having an important impact on food security. However, the TRNs underlying osmotic stress responses in different cell types are still unknown.^[^ ^22^, ^23^ ^]^ In this study, we used the 10x Chromium Single Cell Multiome ATAC + Gene Expression platform to simultaneously perform transcriptome and chromatin accessibility sequencing within the same cell in *Arabidopsis* root tips. This approach enabled us to more precisely dissect the TRNs of *Arabidopsis* gene expression under osmotic stress at the single‐cell level.

## 2 Results

### 2.1 Multiple Omics in the Same Cell Generates High‐Quality Genome‐Wide Chromatin and Expression Profiles Across Cell Types

To investigate transcriptional dynamics in *Arabidopsis* root tips under osmotic stress at the single‐cell level, we extracted nuclei from 5‐mm root tip samples (10 days old) grown under normal culture conditions (1/2MS) and osmotic stress (1/2MS+250 mM sorbitol). Adding sorbitol to the medium led to typical osmotic stress phenotypes, such as shorter root length, closed stomata, and leaves Ca^2+^ increased in *Arabidopsis*, and it was used as an osmotic stress inducer in previous studies.^[^ ^24^, ^25^, ^26^, ^27^, ^28^, ^29^, ^30^ ^]^ We employed the 10x Chromium Single Cell Multiome ATAC + Gene Expression platform to simultaneously determine transcriptome (snRNA‐seq) and chromatin accessibility (snATAC‐seq) within the same cell (**Figure** **1**A). In order to monitor the reproducibility of the experiments and the reliability of the data, two biological replicates were included for both control and stress samples. We collected 16,670 nuclei (control: 5,696; stress: 10,974), with an average of 2,433 genes, 4,782 RNA UMI counts, 3,358 peaks and 3,865 ATAC UMI counts per cell. The above quality control statistics among 4 samples were comparable (Figure S1A, Supporting Information). We had also noted that the TSS (Transcription Start Site) scores, both under control and stress conditions, exhibited values suitable for subsequent analysis (Figure S1B, Supporting Information). We performed uniform manifold approximation and projection (UMAP) independently on snRNA‐seq and snATAC‐seq data, and identified 15 distinct cell types (using snRNA‐seq data individually; Figure 1B) and 7 distinct cell types (using snATAC‐seq data individually; Figure 1C), cell types were assigned on the basis of known markers (Figure 1E,F; Figures S2 and S3A, and Table S1, Supporting Information), consistent with previous studies.^[^ ^7^, ^8^, ^18^ ^]^ We also observed strong concordance in transcriptome and chromatin accessibility between biological replicates (Figure S3B,C, Supporting Information). Subsequently, we assessed the correlation between transcriptomic and epigenomic data using cell‐specific IDs (10x barcodes) and found that snRNA‐seq and snATAC‐seq matched in most cell types, indicating the high reliability of the data obtained from the same cells (Figure 1D).

**Figure 1:**
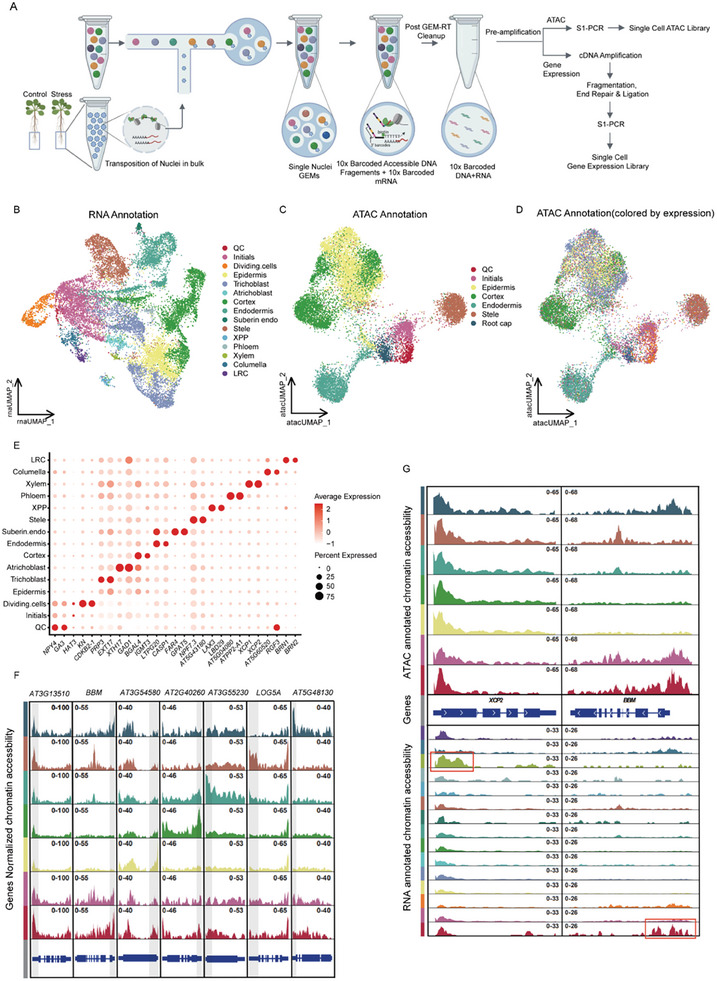
Multiple Omics in the same cell generates high‐quality genome‐wide chromatin and expression profiles across cell types. A) Overview of *Arabidopsis* root tips single‐cell multi‐omics workflow. B) UMAP visualization of 16,670 single cells derived from *Arabidopsis thaliana* root tips annotated by RNA expression. Cells colored by clusters were defined by RNA clustering, and cell types were defined using known markers, QC (quiescent center), XPP (xylem pole pericycle), LRC (lateral root cap). C) UMAP visualization of 16,670 single cells derived from *Arabidopsis thaliana* root tips defined by ATAC accessibility. Cells are labeled with results of independent annotation with chromatin accessibility data. D) The same UMAP projection as (C) with cells labeled by RNA annotation. E) Expression of known marker genes in each cell type. Dot size indicates the percentage of cells expressing the gene (% expressed). Dot colors represent the proportional amount of expression of each gene in each cell type, with warmer colors indicating higher expression levels. F) Chromatin accessibility of marker genes for each cell type with ATAC annotation, gray shading for marker gene promoter region. G) Chromatin accessibility of known markers *XCP2* (xylem) and *BBM* (QC) in RNA and ATAC annotation.

We found that using ATAC annotation alone was unable to identify rare cell types as previous studies (e.g., xylem and phloem; Figure 1C).^[^ ^18^ ^]^ For instance, *BBM* and *XCP2*, which were markers of QC and xylem,^[^ ^18^, ^31^ ^]^ exhibited cell type‐restricted expression. We could not observe the specificity of their accessibility peaks among different cell types using ATAC annotation; however, it could be observed using RNA annotation (red box, Figure 1G). By analyzing the correlation of gene activity from snATAC‐seq and gene expression from snRNA‐seq among 15 cell types, we found that the correlation of rare cell types was lower than other cell types, this could be due to ATAC‐seq signals from highly abundant cells overshadowing signals from rare cell types (Figure S2A–C, Supporting Information).^[^ ^21^ ^]^ This emphasizes the necessity of simultaneous profiling of RNA levels and chromatin accessibility within the same cell to obtain a more comprehensive and accurate characterization of the transcriptional and epigenetic landscape. Since the transcriptome could more directly reflect gene expression levels and was better suited for annotating cell types, in subsequent analyses, we utilized RNA annotation data to identify cell types, and obtained corresponding chromatin accessibility data by using cell‐specific IDs (10x barcodes).

### 2.2 Chromatin Accessibility and Gene Expression Level Differentially Marked Cellular State

In order to visually observe the difference in chromatin accessibility between RNA annotation and ATAC annotation in each cell type, we plotted Sankey diagram of combined, control and stress groups respectively. The Sankey diagrams of the RNA‐seq and ATAC‐seq correlation analysis revealed an interesting phenomenon (**Figure** **2**A): most initial cells exhibited more open chromatin regions resembling differentiated cells (marked with black boxes and arrows in Figure 2A), however, the expression levels of these accessible genes in the initial cells remained low. By using chromatin accessibility data, we divided initial cells into six “sub‐clusters”: INIT.epidermis/cortex/endodermis/stele/root cap (initial cells exhibited more open chromatin regions resembling differentiated cells), and INIT.Pr (initial cells exhibited more open chromatin regions resembling primary cells such as QC and initial). Approximately 60.95% (control)/64.13% (stress) initial cells exhibited chromatin accessibility similar to differentiated cells (Figure S4A,B, Supporting Information). By analyzing the cell proportion, we found that the cell proportion of INIT.epidermis/cortex/endodermis/stele/Root cap was similar to the proportion of corresponding cell types under chromatin state classification, whether in the control or the stress samples (Figure 2B).

**Figure 2:**
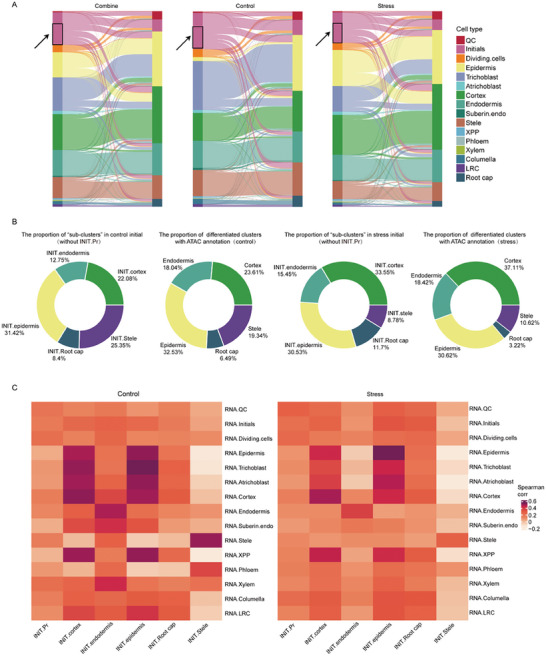
Chromatin accessibility and gene expression level differentially marked cellular state. A) Sankey diagrams of RNA‐ATAC correlation in combine, control and stress groups. RNA annotation was shown on the left and ATAC annotation was shown on the right of the Sankey diagrams. The initial cells marked with black boxes and arrows exhibited more open chromatin regions resembling differentiated cells. B) The proportion of differentiated “sub‐clusters” and clusters (ATAC annotation) in control and stress samples respectively. C) Spearman correlations between clusters (based on RNA expression) and “sub‐clusters” (based on gene accessibility) in control and stress samples respectively.

In addition, we calculated the gene scores of the six “sub‐clusters” based on ATAC‐seq peaks, and performed correlation analysis with 15 cell types (Figure 2C). In both control and stress samples, INIT.cortex/stele/endodermis exhibited the highest correlation with the corresponding cell type to be differentiated in the future, and INIT.Pr had a high correlation with QC, initials and other primary cells. In control samples, INIT.root cap had a higher correlation with columella than LRC, in contrast to the results of stress. INIT. epidermis had a high correlation with all the outermost cells, interestingly, INIT.epidermis(control) had the highest correlation with trichoblast, while INIT.epidermis (stress) had the highest correlation with epidermis, indicating that most of INIT.epidermis(control) might develop into trichoblast in the future, while most INIT.epidermis(stress) might develop into epidermis. In addition, microscopic observation showed that the number of trichoblast was reduced after 10 days of osmotic culture, compared with the control group (Figure S6A,B, Supporting Information), suggesting that the inhibition of trichoblast development by osmotic stress could be traced back to alterations in the initial cells (exhibited more open chromatin regions resembling epidermal cells), rather than only affecting the differentiation process from epidermis to trichoblast. Taken together, these results suggested that heterogeneity of chromatin accessibility among the initial cells were biologically significant and not due to errors in the analysis process.

### 2.3 Chromatin Accessibility Foreshadowed Future Cell Fate in Primary Cells

We constructed initial cell developmental trajectories using monocle2 and plotted the cells based on chromatin accessibility typing. Developmental trajectories showed that INIT.Pr was mainly concentrated at the beginning of trajectory, and those cells with chromatin accessibility similar to differentiated cells were located at the tail end of the trajectory (**Figure** **3**A,B; Figure S4C,D, Supporting Information). We divided the developmental trajectory into three stages along pseudo‐time order and calculated the proportion of each “sub‐clusters” in each stage. Proportion of INIT.Pr was very high in the early stages of development, ≈75%, and gradually decreased in the middle and late stages, accompanied by the gradual increase of differentiated “sub‐clusters” (Figure 3C,D). However, the expression level of initial marker genes did not change significantly throughout the developmental trajectory, suggesting that these cells were similar at the transcriptome level but differed in chromatin accessibility for subsequent differentiation programs (Figure S4E,F, Supporting Information). To further confirm such speculation, the differentiation order of the six “sub‐clusters” was analyzed using CytoTRACE in control and stress samples, respectively. We found that in the control and stress groups INIT.Pr differentiation was significantly lower than the other “sub‐clusters” (Figure 3E). The results of pseudo‐time trajectory reconstruction by independent methods suggested that chromatin was turned on prior to the onset of gene expression during root tip development, possibly in preparation for the subsequent differentiation step, a phenomenon that could only be detected by measurements of chromatin state and gene expression profile in the same cell. The analysis of single‐nuclei multiome data provided novel insights in explaining the inconsistency between chromatin state and gene expression at cell type level.

**Figure 3:**
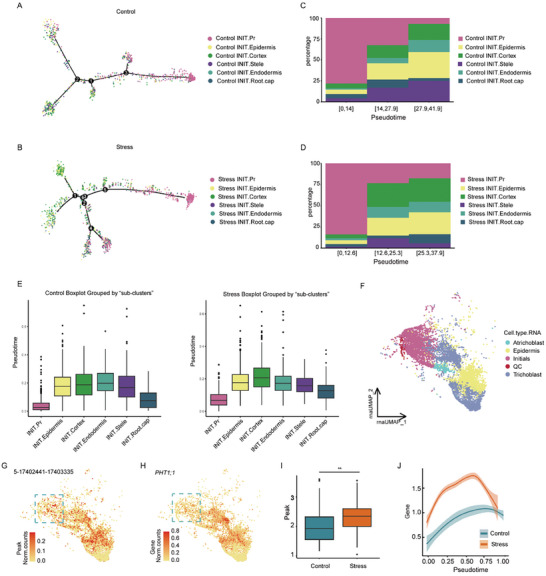
Chromatin accessibility foreshadowed future cell fate in primary cells. A,B) Developmental trajectories of control (A) and stress (B) initial cells (RNA annotation). Cells were colored based on gene accessibility. C,D) Proportional distribution of each “sub‐clusters” in the early, middle and late pseudotime. E) Box plot of pseudo‐time levels of six “sub‐clusters” under different conditions respectively. F) Pseudo‐time trajectory analysis of QC stem cells, initial, epidermis, atrichoblasts, and trichoblasts. G,H) Scaled chromatin accessibility (G) and RNA expression (H) patterns of *PHT1*. Initial, QC cells were marked with blue dashed lines. I) Box plot of peak accessibility under different conditions in initial epidermis lineage cells. J) *PHT1* expression levels in the stress and control groups over the pseudo‐time.

Among these chromatin regions that opened in advance, we identified the *PHT1;1* gene, participating in phosphorus absorption,^[^ ^32^ ^]^ with open chromatin in the outermost epidermal cells of roots and some initial cells (displaying similar chromatin accessibility to the epidermis). Phosphorus is one of the essential macronutrient elements for plant growth and development. Increasing the level of phosphorus nutrition could improve plant adaptation to drought and water use efficiency.^[^ ^33^ ^]^ As expected, *PHT1;1* mRNA was expressed in the outermost epidermal cells, however, *PHT1;1* was not expressed in initial cells despite its high chromatin accessibility in these cells. We employ CytoTRACE to track developmental trajectories in QC stem cells, initial cells, epidermal cells, atrichoblast, and trichoblast. QC cells were located at the beginning of the trajectory, with trichoblast at the end (Figure 3F; Figure S4G,H, Supporting Information). After simultaneous profiling of *PHT1;1* chromatin accessibility data and expression levels along the developmental trajectory, we observed that in some initial cells, chromatin was open for transcription initiation, but this gene was not expressed (Blue dotted line notation; Figure 3G,H). We also discovered that the accessible peak number and expression level of *PHT1;1* were higher in osmotic stress‐exposed cells than those in control cells (Figure 3I,J).

Subsequently, we focused on osmotic stress and auxin related genes that had been well‐studied in *Arabidopsis* (Table S2, Supporting Information) and investigated their expression patterns and chromatin accessibility across different cell types (Figure S4I, Supporting Information). We found that the gene expression and chromatin accessibility of auxin‐related genes were coordinately attenuated in a cell‐type specific manner in the stress group (Figure S4I, Supporting Information). For example, auxin synthesis related gene *YUC5* was suppressed in phloem, genes involved in auxin transport such as *ABCB19*, *PIN1* and auxin signaling related gene *IAA30* were specially suppressed in QC by osmotic stress. Additionally, osmotic stress related genes were cell‐type specifically induced in stress group, and the accessible peak number was higher in stress group than control group, i.e. the gene expression of ABA signaling pathway key regulators ABI5 was induced in xylem, another ABA signal transduction related protein ABI2 was specially induced in Suberin endodermis and XPP (Figure S4I, Supporting Information), suggesting the spatial control of the functional divergency of members in the same gene family. Interestingly, the expression levels of these stress related genes were specifically induced in only one or two cell types despite their chromatin were more accessible in more cell types, suggesting the activation of these genes were controlled by complex transcriptional regulation depending on the context of cell type.

### 2.4 Cell‐Type Specific Changes under Osmotic Stress

Osmotic stress triggers specific responses in gene expression, development, and plant physiology.^[^ ^1^ ^]^ We used CytoTRACE to track the developmental trajectories of *Arabidopsis* root cells from low to high differentiation. Combining this with RNA annotation results, we observed that trichoblast cells were enriched in the tail (indicating the end of differentiation), while QC cells were enriched in the start point (**Figure** **4**A; Figure S3D, Supporting Information). Control cells had higher pseudo‐time than stressed cells, suggesting a greater differentiation potential (Figure 4B). These results suggested that osmotic stress perturbed the physiological functions of various cell types in the *Arabidopsis* roots. Differential gene expression analysis showed that compared with the phloem, Suberin‐endo and XPP cells, there were more differentially expressed genes in trichoblast, cortex, endodermis and stele, under osmotic stress. These included genes that encoded osmotic stress related protein kinase, such as *MPK3* ^[^ ^34^ ^]^ and *SnRK2.8*,^[^ ^35^ ^]^ which were greatly induced in the cortex by osmotic stress (Figure S5B, Supporting Information). Encoding Na^+^ transporter gene *HKT1* ^[^ ^36^ ^]^ and the salt tolerance gene *AT1G13930* ^[^ ^37^ ^]^ were enriched in the stele under osmotic stress. We observed that another protein kinases SnRK2.7^[^ ^38^ ^]^ and the root halotropism‐associated protein SP2L^[^ ^39^ ^]^ were induced in trichoblast by osmotic stress (Figure S5B, Supporting Information). The above results suggested that these cell types might play a more crucial role in the response of root tip to osmotic stress. We performed GO enrichment analysis of the stress up‐regulated genes in each cluster, and selected the top5 terms for display (Figure S5C, Supporting Information). The expression levels of genes related to water transport and fluid transport were elevated in most cell types except trichoblast, cortex, endoderm, and stele. The cortex, endodermis, and stele cells showed similar responses to osmotic stress, and osmotic stress induced up‐regulation of genes associated with the generation of precursor metabolites and ATP metabolic process in these cells (Figure S5C, Supporting Information). Interestingly, trichoblast exhibited a specific response pattern to osmotic stress, with genes enriched in pathways related to aerobic respiration, cellular respiration and oxidative phosphorylation, suggesting that distinct mechanisms might act in response to external environmental factors in each cell type (Figure S5B, Supporting Information).

**Figure 4:**
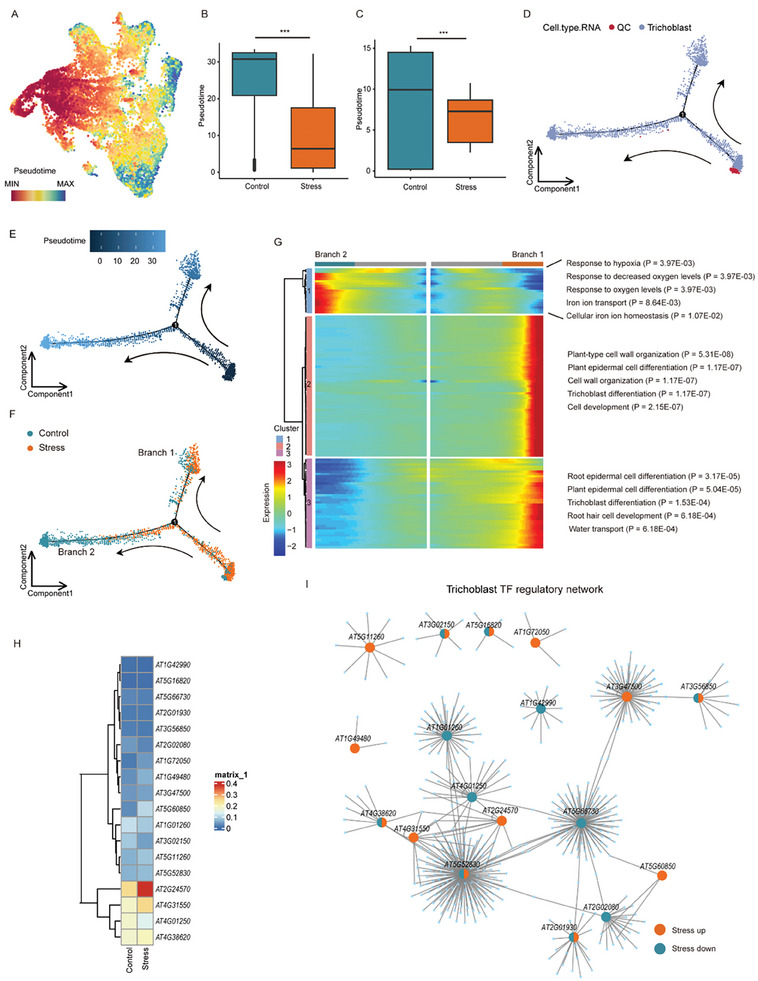
Cell‐type specific changes under osmotic stress. A) Root tip cells annotated with consensus pseudo‐time levels. B) Box plot showing pseudo‐time levels under different conditions in root tip cells. C) Box plot of pseudo‐time levels under different conditions in trichoblast. D–F) Developmental trajectories of QC and trichoblast. Cells were colored by control and stress conditions(F), pseudo‐time (E) and cell types (D). G) Heatmap showing the expression of regulatory genes on pseudo‐time developmental trajectories of trichoblast. The branch point in the middle indicates the beginning of the pseudo‐time. The three gene clusters determined by expression patterns were shown on the left, and the GO enrichment analyses of each gene cluster were shown on the right. The color bar indicates the relative expression level. H) Heatmap showing the entire regulon identified by SCENIC in trichoblast, with warmer colors indicating higher regulon activity. I) TFs regulatory networks showing the transcription factors regulation in trichoblast.

Trichoblast (root hair) was a crucial cell type in root tip for absorbing water, inorganic salts and sensing environmental changes,^[^ ^40^ ^]^ it had the largest number of differentially expressed genes compared with other cell types under osmotic stress (Figure S5A, Supporting Information). Through phenotypic observation, we also discovered that compared with the control, trichoblast in stress samples were reduced (Figure S6A,B, Supporting Information), therefore, we employed CytoTRACE to track developmental trajectories in trichoblast. CytoTRACE results showed that in the control group trichoblast differentiation was higher than the stress group (Figure 4C), consistent with the results in overall level (Figure 4B). Subsequently we analyzed the impact of osmotic stress on trichoblast development by reconstructing their pseudo‐time trajectories using both control and stressed cells. We used Monocle2 for pseudo‐time analysis of trichoblast and QC cells, and QC was defined as the initiation point of the starting position in the pseudo‐time trajectory (Figure 4D–F). Near the initiation point, the stress and control groups diverged along the same trajectory, forming two branches at bifurcation point 1: Branch 1 and Branch 2. We further found that based on expression changes across the trajectory, genes could be clustered into three clusters (Figure 4G). Genes in cluster 1 were highly expressed in Branch 2 and mainly regulated Branch 2 development, accompanied by the enrichment genes associated with hypoxia response‐related, iron transport and intracellular iron balance which constituted a large proportion of the control group (Figure 4G; Table S3, Supporting Information). In the developmental trajectory of Branch 1, which contained more trichoblast cells in the stress group, genes related to epidermal differentiation, trichoblast development, and water transport were highly expressed (cluster 2 and cluster 3) (Figure 4G; Table S3, Supporting Information).

Pseudotime trajectory reconstruction showed that there were two subtypes of trichoblast in *Arabidopsis* with distinct gene expression profiles: one of the subtypes consisted of mature trichoblast cells, which played an important role in responding to environmental changes and ion absorption (Branch2; Figure 4F); the other was the differentiating trichoblast cells (Branch1; Figure 4F), where most of the verified trichoblast marker genes were expressed (Figure S7A and Table S4, Supporting Information). The above results suggested that osmotic stress changed the physiological state of trichoblast, and inhibited the transition of partial trichoblast cells from differentiation to maturation, and thus affecting the physiological functions of trichoblast (Figure 4D–F).

Plants have evolved complex transcriptional regulatory networks (TRNs) to adapt to osmotic stress such as drought and high salinity, transcription factors (TFs) play a central role in TRNs by acting as molecular switches.^[^ ^41^ ^]^ Previous studies of TFs have primarily focused on whole tissue or organ levels, the trichoblast specific TF regulatory network remains largely unexplored.^[^ ^41^, ^42^, ^43^ ^]^ To address this gap, we investigated trichoblast trans‐regulatory elements under control and stress conditions, particularly focusing on the TFs responsive to osmotic stress. We employed SCENIC to analyze the expression of *Arabidopsis* TF families in trichoblast, and plotted their regulon activity heat maps and regulatory network (Figure 4H,I). Our analysis found that *WRKY17 (AT2G24570)*, a member of the plant‐specific WRKY family TF induced by abiotic stress (salt, mannitol, drought),^[^ ^43^ ^]^ was highly expressed in the trichoblast under osmotic stress (Figure 4H). Consistent with this, the motif accessibility of WRKY17 was increased in trichoblast (Figure S7B, Supporting Information). More importantly, we further observed that the target genes whose promoters contain WRKY17 binding motifs were upregulated in the stress group. In trichoblast regulatory network, we also identified *WRKY11(AT4G31550)*,^[^ ^43^ ^]^ which was phylogenetically related to *WRKY17* and was also induced by osmotic stress (Figure 4H). Notably, the motif accessibility and target gene expression pattern of WRKY11 exhibit similarities to WRKY17 (Figure S7C, Supporting Information). Moreover, *WRKY17* and *WRKY11* expression levels in control and osmotic‐treated root tips of *Arabidopsis* were detected by qPCR. We observed that the expression levels of *WRKY17* and *WRKY11* were higher in osmotic‐treated samples compared to the control (Figure S7D,E, Supporting Information). WRKY transcription factors play a crucial role in regulating plant responses to both biotic and abiotic stresses, the cell‐type specificity of WRKY transcription factors in response to abiotic stress remains incompletely understood, despite research on multiple plant species.^[^ ^44^, ^45^ ^]^ By employing single‐cell multi‐omics technology, we found that *WRKY11/17* was highly expressed in the trichoblast under stress and may play a critical role in the osmotic stress response.

### 2.5 Cell‐Type Specific *cis*‐Regulation of Transcription During Osmotic Stress

Gene expression in plants is regulated by *cis*‐regulatory elements (CREs), such as promoters and enhancers, which respond to developmental and environmental changes.^[^ ^46^ ^]^ Although substantial progress has been made in studying CREs in *Arabidopsis* at the tissue level,^[^ ^47^, ^48^ ^]^ a deeper understanding of cell‐type‐specific gene regulatory programs can be achieved using single‐cell multi‐omics technologies. By employing Single Cell Multiome ATAC + Gene Expression in the same cell, we aimed to identify cell‐specific gene‐linked candidate *cis*‐regulatory elements (gl‐cCREs) with improved accuracy. By analyzing snATAC‐seq data, we predicted *cis*‐regulatory interactions in the genome by detecting co‐accessible peak pairs, where a peak was located in the promoter region and chromatin accessibility was positively correlated with downstream gene expression.^[^ ^14^ ^]^ Accordingly, we predicted a set of CRE promoter pairs and identified 7,373 gl‐cCREs and 3,763 cCRE‐linked genes in pseudo‐bulk (Table S5, Supporting Information). Our analysis proved reliable, as demonstrated by the overlap between validated *Arabidopsis* root enhancer sequences^[^ ^49^ ^]^ and our gl‐cCREs, with our gl‐cCREs containing Super Enhancer (SE) sequences (Figure S8A, Supporting Information).

Subsequently, we used snATAC‐seq data to predict stress‐related gl‐cCREs in different cell types (Table S5, Supporting Information) and found that, based on a fold‐change histogram, the number of stress‐related gl‐cCREs was much higher than that in pseudobulk, with the number of stress‐related gl‐cCREs in columella stress samples about ten‐fold higher than that in pseudo‐bulk (**Figure** **5**A). These results suggested that single‐cell multiome ATAC + Gene Expression allowed us to obtain more comprehensive information on stress‐cCREs, as some cell‐specific peaks were submerged and therefore unidentifiable under cell type level integration of snRNA‐seq and sATAC‐seq data.

**Figure 5:**
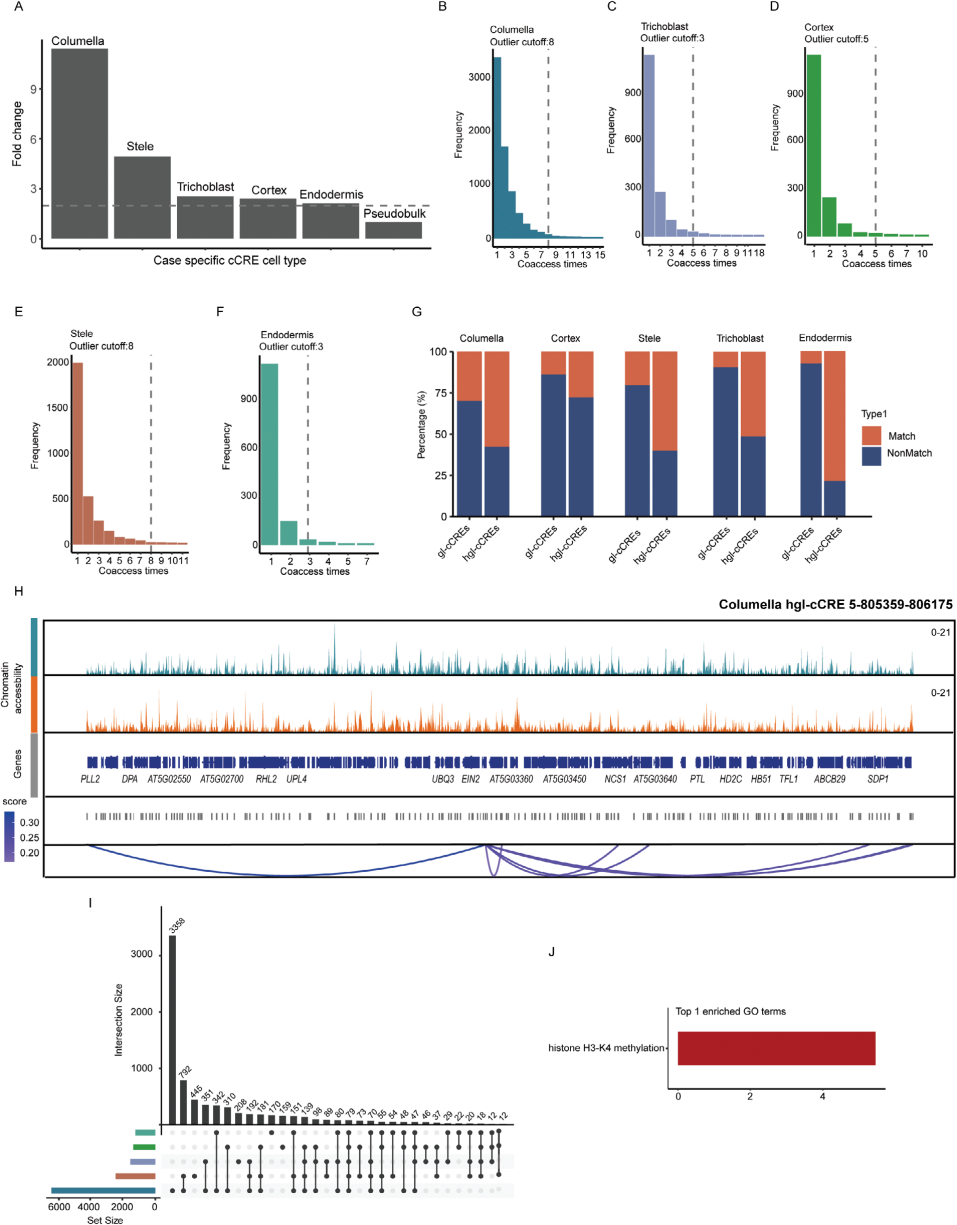
Cell‐type specific cis‐regulation of transcription during osmotic stress. A) Histogram showing fold changes of identified gl‐cCREs in different cell types and pseudo‐ bulk level. The gray dotted line represents the fold change of 2. B–F) Histogram showing frequency of gl‐cCREs coaccess times, the gray dotted lines indicate cutoff of hgl‐cCREs selection. G) Stacked histogram showing percentage of stress related gl‐cCREs and hgl‐cCREs matched with reported conserved noncoding sequences of crucifer regulatory regions. H) Accessibility level in different conditions and coaccessed peaks of columella hgl‐cCREs 5‐805359‐806175. I) Upset plot of target genes of stress related gl‐cCREs among different cell types. J) GO enrichment results of target genes unique in columella target genes. The x‐axis represent ‐log10 (*p*‐value).

We then focused on analyzing stress‐related gl‐cCREs with more interaction peak pairs than outliers, which were defined as stress‐related hot point gl‐cCREs (hgl‐CREs). In total, 240 hgl‐cCREs were found (Figure 5B–F; and Table S6, Supporting Information). Previous studies showed that enhancers have similar functions in different species and drive the cell‐specific expression of developmental genes.^[^ ^50^ ^]^ To explore the conservation of our hgl‐cCREs, we compared the gl‐cCREs and hgl‐cCREs sequences with published conserved noncoding sequences of the cruciferous family^[^ ^51^ ^]^ respectively. We found that most hgl‐cCREs contained multiple conserved noncoding sequences, and the proportion of hgl‐cCREs containing these sequences was significantly higher than that of gl‐cCREs (Figure 5G; and Table S7, Supporting Information). These results suggested that some conserved noncoding sequences might act as enhancer elements to regulate the expression of multiple genes in response to osmotic stress in *Arabidopsis* (Figure 5H; Figure S8H, Supporting Information), and these sequences might play similar roles in other cruciferous species, such as *Brassica rapa* and *Aethionema arabicum*.^[^ ^51^ ^]^

Given that the number of stress‐related gl‐cCREs and target genes in columella was significantly higher than other cell types (Figure 5A,I), we performed enrichment analysis on the target genes of stress‐related gl‐cCREs. Enrichment analysis indicated that these genes were associated with histone H3K4 methylation and were either core components of the histone H3K4 methylation complex^[^ ^52^ ^]^ or involved in the regulation of histone H3K4 methylation^[^ ^53^ ^]^ and other crucial biological processes (Figure 5J; and Table S8, Supporting Information). *Cis*‐regulatory element analysis showed that stress‐related gl‐cCREs were mainly involved in activating H3K4 methylation‐related gene expression in response to osmotic stress in columella. Simultaneously we examined the changes in histone methylation in response to osmotic stress, the bulk level of H3K4me3 was detected using CUT&Tag technology in the control and stress groups. 

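CUT&Tag uses an antibody to bring a transposase to a chromatin mark, here the trimethylation of lysine 4 of histone H3, so that fragments around the mark are cut out and sequenced. Peak tables of 4 libraries were analysed, from 2 control and 2 stress replicates. The labels name root as the tissue and the paper studies root tips, from plants grown for 10 days, the stress group with 250 mM sorbitol. The authors called peaks in each library separately with MACS 2.2.7.1, without a control library and with a p cutoff of 1e-05. The effective genome size was left at 2700000000 bp, whereas chromosomes 1 to 5 of the reference hold 119.1 Mb. According to the headers of the tables, 9011630 and 6396842 fragments entered the control libraries, and 15974955 and 25714827 the stress libraries, so that depth and condition cannot be separated in this design. Each peak has a pileup, which is the number of fragments stacked at its summit and is not scaled to depth, and a fold enrichment of this pileup over the local background of the same library. Both are the authors' values. Peaks of the 4 libraries that overlapped were merged into 16127 regions. Signal was taken as the highest pileup of a library in a region per 1000000 fragments, at the 11925 regions of chromosomes 1 to 5 with a peak in every library. Stress was compared with control by limma on the log2 scale, with Benjamini-Hochberg adjustment. Scaling per 1000000 fragments sets the libraries to one total and cannot show a change shared by the whole genome, and the paper's text names no spike-in. On the TAIR10.1 annotation, 90.2% to 92.2% of the summits of a library lay within 1 kb of a TSS, against at most 41.6% in 1000 random placements.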

Sequencing data demonstrated that the biological replicate samples were consistent and reliable, and the modification level significantly increased under osmotic stress (Figure S8C, Supporting Information). 

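Replicates of a condition shared most of their peaks. Of the peaks of control replicate 1, 89.5% overlapped a peak of control replicate 2, and 97.5% in the reverse direction. The shares were 98.7% and 92.4% for the stress replicates. Shares between conditions ranged from 78.0% to 98.7%. Across regions, which are not independent replicates, the log2 signal correlated at 0.96 between the control replicates and at 0.97 between the stress replicates, against 0.87 to 0.90 between conditions. The number of peaks was 13247 ± 714 (SD, n = 2) in control and 15333 ± 716 (SD, n = 2) in stress, and peaks covered 11.7 ± 1.16 Mb (SD, n = 2) and 16.2 ± 0.985 Mb (SD, n = 2). Both stress libraries were above both control libraries in each measure (two-sided exact permutation test, p = 0.33, the smallest p that 2 libraries against 2 allow). Of the alternatives set before the data were examined, the one that moved the difference in peaks most was a fold enrichment of at least 4, with which it was 546.5 in place of 2086 peaks. After every library was thinned at random to the depth of the smallest, an alternative chosen after seeing the data, the difference was 776.5 peaks. Peaks were found in both libraries of both conditions in 11964 regions, in both stress libraries and no control library in 1324, and in both control libraries and no stress library in 71. Per 1000000 fragments, the median log2 change over regions was 0.01 from control to stress (two-sided exact permutation test, p = 1.0), against 0.02 between the control and -0.10 between the stress replicates. The medians of the libraries differed by 0.051 between conditions, with a spread between replicates of 0.049 (SD; two-sided exact permutation test, p = 0.67). Without scaling to depth it was 1.43. With the fold enrichment over the background of the same library in place of the pileup, it was 0.05 over these regions. By limma, 1221 regions had higher and 1419 had lower signal under stress at an adjusted p-value under 0.05. This split depended on the scaling and on which regions were compared. With fold enrichment it was 1130 higher and 684 lower, of which 552 and 489 were among the regions called per 1000000 fragments. With each library divided by its median it was 1135 higher and 2337 lower. In regions with a peak in at least 2 libraries, a missing value was set to the lowest pileup of that library. With this alternative, chosen after seeing the data, the split was 1216 higher and 464 lower. Of these, 336 and 393 were among the regions called per 1000000 fragments. A region without a peak in control gets a low control value by construction, so this split rests in part on the filling. Every region called per 1000000 fragments kept its direction when each library was left out in turn. The regions were selected for their change in these same libraries, so this check could hardly fail and is no separate evidence. From the signal around TSS (Figure S8C), the paper concludes that the modification level increased under osmotic stress.

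**Figure D1:**
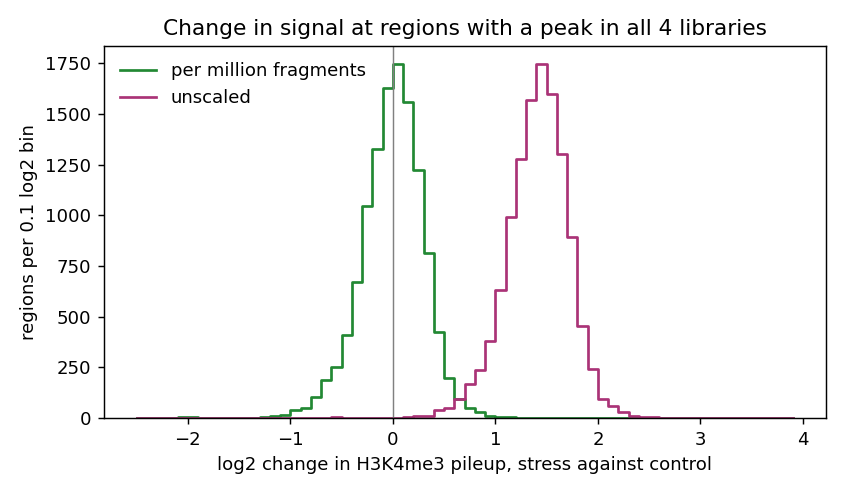
Histogram of the log2 change in H3K4me3 pileup from control to stress over 11925 regions, with the number of regions per 0.1 log2 bin on the vertical axis. The curve per 1000000 fragments has its median at 0.01 and the unscaled curve at 1.43.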

Enrichment analysis of H3K4me3‐modified genes revealed that H3K4me3‐related genes involved in oxidative phosphorylation, iron transport, jasmonic acid synthesis, and injury response were upregulated under osmotic stress (Figure S8D and Table S9, Supporting Information). 

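Lists of genes fixed before the data were examined stood in for the terms, whose enrichment analysis was not rerun. They need not hold the same genes as the terms. The lists were compared between conditions by the signal of the region nearest to the TSS within 1 kb. Each gene had 1 value, and limma's camera test was used (preset correlation of 0.01, adjusted over 8 lists). The region taken for a gene need not cover its TSS and can lie at a neighbouring gene, as for IREG1, IREG2 and CYP82C4 of the iron list. A gene without a peak in every library has no value here. A gene which gained its peak under stress is thus left out, and the medians hold only for the genes that remain. Counted after seeing the data, 5 of the 7 genes left out of the wounding list had a peak in both stress libraries and no control library, as had 2 of 7 for jasmonic acid synthesis, 2 of 18 for iron and 3 of 23 for oxidative phosphorylation, and 4, 2, 0 and 3 at equal depth. None had a peak in both control libraries and no stress library. The wounding list, with 12 of 19 genes at such a region, had a median log2 change of 0.26 (camera, adjusted p = 0.021). This call did not hold under fry (adjusted p = 0.13), and with fold enrichment in place of pileup per 1000000 fragments the median was -0.0017. Of its genes, 4 were higher and 0 were lower at an adjusted p-value under 0.05, and 5 and 0 when adjusted over the list alone. JAZ2 (AT1G74950, chromosome 1, 28148574 to 28150446), a repressor of jasmonate signalling, rose from 18.8 ± 1.18 to 31.9 ± 0.857 fragments per 1000000 (SD, n = 2 each), a log2 change of 0.76 (standard error 0.12, limma adjusted p = 4.3e-07). JAZ8, WRKY40 and ZAT10 rose by 0.59, 0.56 and 0.45 on the log2 scale. The jasmonic acid synthesis list (9 of 16 genes) had a median change of 0.11 (camera, adjusted p = 0.25), with 2 genes higher, both also when adjusted over the list alone. Allene oxide synthase AOS (AT5G42650) rose by 0.52 and the acyl-CoA oxidase ACX1 (AT4G16760) by 0.44. The iron list (14 of 32 genes) had a median change of -0.14 (camera, adjusted p = 0.25). NRAMP1 rose by 0.38, whereas YSL2, YSL3 and FER1 changed by -0.93, -0.61 and -0.33, and the same 1 higher and 3 lower counts were obtained when adjusted over the list alone. The oxidative phosphorylation list held nuclear genes annotated as subunits of the respiratory complexes, of ATP synthase or of vacuolar ATPase. This list (77 of 100 nuclear genes) had a median change of 0.03 (camera, adjusted p = 0.68), which was -0.02 with each library divided by its median. That scaling lowered all genes alike, their median going from -0.002 to -0.053, so the change of sign says nothing of this list. In it 5 genes were higher and 3 lower, and 1 and 2 when adjusted over the list alone. The largest rise was 0.65 at AT5G11770. The largest fall, -1.93, was at AT2G07687, which lies in a copy of the mitochondrial genome on chromosome 2 with matches of at least 95% identity. None of the lists besides wounding passed in the camera test. The H3K4 methylation list of Table S8 (10 of 12 genes) had a median change of 0.15 (camera, adjusted p = 0.25; fry, adjusted p = 0.026, but from 0.058 to 0.57 in the other settings), with 3 genes higher and 0 lower, and 4 and 1 when adjusted over the list alone. The paper states that H3K4me3-related genes of the 4 terms were upregulated under osmotic stress.

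**Figure D2:**
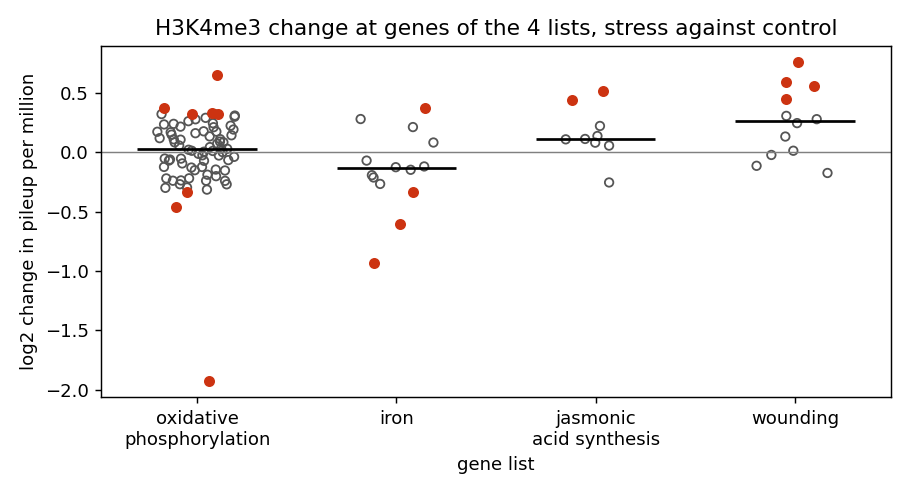
Log2 change in H3K4me3 pileup per 1000000 fragments from control to stress (vertical axis) for each gene of the 4 lists (horizontal axis). Filled points have a limma adjusted p-value under 0.05 and bars are medians. The iron list has 1 filled point above 0 and 3 below it, and the wounding list has 4 above 0.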

A regulatory relationship may indeed exist between columella‐specific *cis*‐regulatory elements and H3K4 modification; nevertheless, the exact mechanism necessitates more detailed examination.

## 3 Discussion

There have been few studies on the effects of biotic and abiotic stresses on plants at the single‐cell level because protoplasts are most typically used in plant single‐cell research, however, the protoplasts preparation process is time consuming under harsh conditions, which cannot faithfully reflect the responses under stress. Compared with protoplasts, the preparation process for the nucleus was shorter, and the insufficient separation situation was avoided.^[^ ^17^ ^]^ In addition, it is necessary to prepare superior‐ quality nuclei samples to obtain transcriptome and chromatin accessibility information in the same cell, because transposase treatment is required before preparing the oil in well.

Here, we performed single nucleus ATAC‐seq and RNA‐seq simultaneously in the same cell, which was the first bona fide “single‐cell multiome” in plants (see Note added in proof). By simultaneously capturing chromatin accessibility and transcriptome data in the same cell, we discovered that chromatin accessibility predicted cell fate decisions in primary cells. This interesting phenomenon was not analyzed until present in plants, due to the difficulties in simultaneous capture of chromatin accessibility and mRNA level (Figure 3). RNA velocity utilized the differences between nascent and mature RNA (classified by intron and exon reads) to predict the cell fate,^[^ ^54^ ^]^ while chromatin accessibility changed before the nascent transcriptome was generated, and predicted cell fates prior to nascent transcription.

Single‐cell multi‐omics analysis enabled unprecedented high‐resolution view of how plant roots cope with osmotic stress. Our single‐cell analysis revealed that the response of *Arabidopsis* root tip to osmotic stress was both tissue‐specific and intricate, with trichoblast exhibiting a more distinct pattern of response compared to other cell types. The physiological state of *Arabidopsis thaliana* trichoblast was shifted under osmotic stress conditions. The population of mature trichoblast involved in ion absorption and environmental response decreased, while the number of initially differentiated trichoblast increased. Osmotic stress potentially induced the transition from initial differentiation to maturation in root hairs, thereby impacting plant development.

In this study, using Single‐Cell Multi‐omics ATAC + Gene Expression, the gene regulatory network across cell types in the root tip of *Arabidopsis* was analyzed under osmotic stress. Chromatin accessibility of the initials was similar to that of more differentiated cell types, indicating that stem cell chromatin would open up early during plant development to prepare for the next step of differentiation; such pattern was not well analyzed until present, due to the difficulties in simultaneous capture of chromatin accessibility and mRNA level. From the cell‐type specific single nucleus data, we found different cell types cope with osmotic stress differentially, either by specific TRN mediated by transcription factor, such as the trichoblast, or by stress‐related gl‐cCREs to adapt to osmotic stress, such as the columella. These findings helped to understand the complexity of dynamic molecular responses to osmotic stress, and contribute to the research of other abiotic stresses such as drought and salt stress.

Note added in proof: While this work was under revision, another research associated with multi‐omics sequencing of the same cell in plants was published elsewhere.^[^ ^55^ ^]^

## 4 Experimental Section

### Plant Material and Growth Conditions

*Arabidopsis thaliana* ecotype Col‐0 was grown in solid 1/2MS (control) and 1/2MS+250 mm sorbitol (stress) plates for 10 days (21 °C with 16 h light/8 h dark cycles, with light intensity of 300 lux).^[^ ^24^ ^]^

### Nucleus Isolation

The nuclei isolation procedure was modified from the product information sheet of the CelLyticTM PN Isolation/Extraction Kit (Sigma). Briefly, *Arabidopsis* root tips (5 mm) were chopped and mixed into 1× NIBTA buffer (1× NIB, 1 mm dithiothreitol, 1× ProtectRNA RNase inhibitor, 1× cOmplete, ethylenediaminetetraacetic acid‐free Protease Inhibitor Cocktail, and 0.3% Triton X‐100) on prechilled plates, and homogenates transferred to 15 mL tubes. Tubes were then shaken for 5 min on ice, after which lysates were passed through 40 µm strainers, and flow‐throughs were collected into new 15 mL tubes. These were then centrifuged for 10 min at 1,260 × *g*, supernatants decanted, and pellets resuspended in 4 mL of 1× NIBTA buffer. In new 15 mL tubes containing 80% Percoll solution (4 mL Percoll plus 1 mL NIBTA buffer), lysates were carefully overlaid onto Percoll layers. Tubes were centrifuged for 30 min at 800 × *g*, after which most of the nuclei had banded at the 1× NIBTA buffer and Percoll interface. Nuclei bands were gently collected into new 15 mL tubes, 10 mL of 1× NIBTA buffer was added, and the tubes were recentrifuged for 5 min at 1260 × *g*. Nuclei pellets were then washed twice in 1× NIBTA buffer, resuspended in diluted nuclei buffer (10× Genomics) to a final concentration of 3,000 nuclei uL^−1^, and then used as an input for single cell multiome ATAC plus gene expression library preparation (15,000 nuclei in 5 uL).

### Single Cell Multiome ATAC + Gene Expression and CUT&Tag Library Construction and Sequencing

The single cell multiome ATAC + gene expression libraries following the 10x Genomics Chromium Next GEM Single Cell ATAC Reagent Kits v2 protocol and sequenced on an Illumina NovaSeq 6000 paired‐end sequencing run (2 × 150 bp). The CUT&Tag library preparation was performed using the Vazyme Hyperactive Universal CUT&Tag Assay Kit. The amplification primers (Forward primer: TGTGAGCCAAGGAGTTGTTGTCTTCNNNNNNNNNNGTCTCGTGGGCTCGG, Reverse primer: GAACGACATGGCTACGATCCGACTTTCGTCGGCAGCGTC) were modified. Sequenced on an MGI 2000 paired‐end sequencing run (2 × 100 bp).

### Data Generation

Multiome matrices were generated using the 10x Cell Ranger ARC pipeline (2.0.2) with TAIR10 genome. The raw FASTQ files were first prepared from the sequencing library. The libraries were sequenced with Illumina NovaSeq 6000 under the modes of PE150 (scRNA‐seq library) and PE50 (scATAC‐seq library) by Glbizzia Biosciences. The non_nuclear_contigs parameter was then set to Mt and Pt in cellranger‐arc mkref process to avoid peak calling on contigs without chromatin structure. Finally, quantification was achieved using cellranger‐arc count.

### Data Processing

The “reduce” function was used from R package GenomicRanges^[^ ^56^ ^]^ (1.44.0) to merge all intersecting peaks from different batches. ATAC assay for each cell was created using R package Signac^[^ ^57^ ^]^ (1.7.0). The peaks were added to gene expression matrix using FeatureMatrix and CreateChromatinAssay function in Signac package. All intersected peaks were filtered with a width threshold of less than 10,000 bp and greater than 20 bp. Seurat^[^ ^58^ ^]^ (4.3.0) was used to obtain nuclei with high qualities of both RNA‐seq and ATAC‐seq (nCount_ATAC < 100,000, nCount_RNA < 25,000, nCount_ATAC > 1,000, nCount_RNA > 1,000, nucleosome_signal < 2 and TSS.enrichment > 1).

### Processing and Normalization Steps for scRNA‐seq and scATAC‐seq Data were Performed as follows

NormalizeData, FindVariableFeatures, ScaleData RunPCA were used for scRNA‐seq, while in scATAC‐seq RunTFIDF, and FindTopFeatures (min.cutoff = “q0”) and RunSVD were applied. Reduction and clustering were performed by Seurat (4.3.0). Clusters for RNA‐seq and ATAC‐seq data were achieved using RunUMAP function (Seurat). Twenty‐one original clusters were obtained for RNA‐seq data with resolution set to “0.6”, min.dist to “0.3”, umap.method to “uwot”, metric to “cosine”, and dims ranging from 1 to 30. For ATAC‐seq data, 9 original clusters were obtained using resolution of “1”, min.dist of “0.1”, umap.method of “umap‐learn”, reduction of “lsi”, metric of “correlation”, and dims ranging from 2 to 30. A gene activity assay was computed by counting fragments that intersected with both the gene body and a 2‐kilobase upstream region for each gene within every individual cell. This analysis was performed using the GeneActivity function within Signac.

Marker genes for annotation of cell types and their references are listed in Table S1 (Supporting Information). ClosestFeature function was used in Signac package to find the nearest gene to DARs before performing cell annotation.

### Differential Gene Analysis

Differentially expressed genes (DEGs) for RNA‐seq analysis were calculated using the functions FindAllMarkers or FindMarkers (Seurat) with the Wilcox test, using an average log_2_ fold‐change threshold of 0.25 and an adjusted *p‐*value of less than 0.05. Differential accessible chromatin regions (DACRs) and differential gene activities were calculated using the same functions with the LR test, an average log_2_ fold‐change threshold of 0.125, an adjusted *p*‐value less than 0.05, and ATAC‐seq count as the latent variable.

### Gene Expression and Activity Correlation Analysis

Genes were overlapped with both gene expression and gene activity counts detected. Average levels of the overlapped gene expression and gene activity across different cell types were calculated by AverageExpression function in Seurat. The correlation was calculated by R function cor with method set to “spearman”.

### Cell Identity Differential Abundance Analysis

Differences in cell proportion were observed between the stress(*n* = 10,974) and control(*n* = 5,696) samples. The fold change in cell proportion of different cell types was defined by dividing the ratio of this cell type to the total number of cells under stress conditions by the ratio of this cell type to the total number of cells under control conditions. Statistical test of different cell type proportions was computed by R package edgeR^[^ ^59^ ^]^ (3.40.2). The glmQLFTest function was used in edgeR to perform a likelihood ratio test on a generalized linear model (GLM) to fit the data with coef set to 2. The topTags function was finally used in edgeR with “adjust.method” set to “fdr” to extract the adjusted p‐values which showed statistical differences in cell proportions.

### Development Trajectory Analysis

QC cells, epidermal initial cells, epidermis cells, trichoblast cells, and atrichoblast cells were denoted as epidermis lineage cells. Trajectories of the epidermis lineage (*n* = 5,917) and all cells (*n* = 16,670) were constructed using CytoTRACE (0.3.3).^[^ ^60^ ^]^ Expression changes along pseudotime in stress/control samples were fitted by geom_smooth function in R package ggplot2^[^ ^61^ ^]^ (3.4.1), the lines represent the mean expression levels while the bands around the fitted lines represent the 95% confidence level interval for predictions with smoothing method set to “gam”. Statistical tests between expression levels of stress and control nuclei were performed by two sided t‐test with t.test function in R. Stress/control‐dependent trajectories of trichoblast and suberin synthetic endodermis nuclei were constructed using Monocle^[^ ^62^ ^]^ (2.22.0). First, size factors and gene‐wise dispersions were estimated using the estimateSizeFactors and estimateDispersions functions, respectively. Next, a differential expression analysis was performed using the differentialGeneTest function. Gene expression was compared between different treatments, specified by the fullModelFormulaStr argument. A false discovery rate threshold (*q*‐value) of 0.003 was set for trichoblast nuclei to identify genes that showed statistically significant differential expression and 0.01 for suberin synthetic endodermis nuclei respectively. The nuclei was then ordered based on their expression levels of the significant genes using setOrderingFilter. This allowed to identify the developmental trajectory of the nuclei. Finally, the dimensionality of the data was reduced to 2 dimensions using the reduceDimension function with the DDRTree method. Branch‐dependent differentially expressed genes were calculated by BEAM function and were clustered into 3 groups.

### Calculation of Average Gene Expression and Chromatin Accessibility Levels in Cell Types

The average gene expression and gene activity levels in different cell types of different conditions were calculated by “AverageExpression” function with data from RNA assay and gene activity assays in Seurat. For each gene, the expression/activity levels were min‐max normalized so that the values were unified into the range of 0 to 1. The heatmaps for visualization were generated by “Heatmap” function in R package ComplexHeatmap (2.18.0).^[^ ^63^ ^]^

### Gene Ontology Enrichment Analysis

Gene Ontology enrichment analysis was achieved by enrichGO function from R package clusterProfiler^[^ ^64^ ^]^ (4.6.0) with ont set to “BP” and pAdjustMethod set to “BH”, only GO terms with adjust *p*‐values less than 0.05 were used for further analysis.

### Transcription Factor‐Target Network Construction

pySCENIC version 0.12.1^[^ ^65^ ^]^ was utilized to identify transcription factors (TFs) within trichoblast cells under two distinct experimental conditions. To construct the TF co‐expression network and access cisTarget databases specific to *Arabidopsis*, data were leveraged from scPlant.^[^ ^66^ ^]^ By cross‐referencing the TF lists obtained from scPlant with those from PlantTFDB,^[^ ^67^ ^]^ A consensus set of 674 *Arabidopsis* TFs was established, which served as the foundation for the subsequent analysis.

The initial co‐expression network between TFs and their potential target genes was generated from raw count matrices using the ‘pyscenic grn’ function. This preliminary network was refined in a subsequent step, where only the direct target genes were retained that possessed corresponding binding motifs for the regulating TF. This refinement process was executed using ‘pyscenic ctx.’ Each regulon, comprising a specific TF and its direct target genes, was identified and characterized. The activity of these regulons was quantified and binarized using the ‘pyscenic aucell’ function. Finally, the selected network was visualized using Cytoscape version 3.9.1.^[^ ^68^ ^]^ The target gene set scores were generated by AddModuleScore function in Seurat. The statistical differences of target gene set expression scores were performed by two‐sided wilcox tests.

### Quantitative Real‐Time PCR (RT‐qPCR)

*Arabidopsis* ecotype Col‐0 was cultured for 10 days in 1/2MS (control) and 1/2MS+250 mm sorbitol (stress) medium (21 °C, 16 h light/8 h dark cycle, 300 lux light intensity). Root tips(5mm) were collected for total RNA extraction. Total RNA was extracted by using an Rneasy Plant Mini kit (Qiagen). Then, these samples were performed by RT‐qPCR using SYBR Green Super mix (TOYOBO) on an Applied Biosystems 7,500 Fast Real‐Time PCR system. The primers used in these analyses as below:

*WRKY17*‐F: GGTTAGCTTCGTTCAGGCAA
*WRKY17*‐R: TTAGAGACACTTCCATCACC
*WRKY11*‐F: AAGAGATGTCTCGAGCATGA
*WRKY11*‐R: AATATTCGTCCGGTGGAATA
*Actin*‐F: GCACCCTGTTCTTCTTACCG
*Actin*‐R: AACCCTCGTAGATTGGCACA

### Gene‐Linked Candidate cis‐Regulatory Elements (gl‐cCREs) Identification and Hot Point gl‐cCREs Selection

*cis*‐co‐accessible networks with Cicero (version 1.3.9) was constructed from the scATAC‐seq peak counts. The Seurat object was transformed into the CellDataSet (CDS) format of Monocle3 (version 1.3.1) using the ‘as.cell_data_set’ function from the SeuratWrappers package.^[^ ^69^ ^]^ The Cell‐Cell Association Network (CCAN) was calculated using the ‘run_cicero’ and ‘generate_ccans’ function. The co‐accessibility of peaks under stress and control conditions was calculated separately and only those with “coaccess” score greater than 0.1 were kept. Next, the peak with promoter annotation in one co‐accessible peak pair was defined as the target peak, while the other peak became the cCRE. Then, co‐accessible peak pairs with significant positive correlation were kept between the accessibility of cCREs and the nearest gene expression of its target peak (correlation > 0.5, *p*‐value < 0.05). To discover stress‐related gl‐cCREs in each cell type, gl‐cCREs were compared from stress and control conditions. It was focused on gl‐cCREs that exclusively emerged under stress conditions, and visualized the outcome of this comparison through Venn diagrams. Stress‐related hgl‐cCREs were identified by selecting co‐access time outliers (more than three‐quarter quartile + 1.5* interquartile range IQR) from gl‐cCREs in different cell types. hgl‐cCREs peaks were demonstrated with CoveragePlot function in Signac.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Q.L., W.M., R.C., and S‐T.L. contributed equally to this work (co‐first authors). J.K., J.Z., Q.C., and H.‐X.S. are all co‐last authors. J.K., J.Z., Q.L., and H.‐X.S. conceived and designed the study. Q.L., W.M., and Q.W. performed the experiment. R.C., H.‐X.S., S‐T.L., Q.L., and J.K. and analyzed the data. Q.L., S‐T.L., H.‐X.S., and J.K. prepared the manuscript. J.Z., Q.C., and Y.H. revised the manuscript. All authors reviewed the manuscript.

## Supporting information

Supporting Information

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supplemental Table 6

Supplemental Table 7

Supplemental Table 8

Supplemental Table 9

## Data Availability

The raw data reported in this paper have been deposited in the NCBI GEO with the accession number GSE235510.

# Supplementary material for: Multiome in the Same Cell Reveals the Impact of Osmotic Stress on Arabidopsis Root Tip Development at Single‐Cell Level
**Source:** Adv Sci (Weinh). 2024 Apr 18;11(24):2308384. doi: 10.1002/advs.202308384
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/advs.202308384

Multiome in the Same Cell Reveals the Impact of Osmotic Stress on *Arabidopsis* Root Tip Development at Single-Cell Level

*Qing Liu, Wei Ma, Ruiying Chen, Shang-Tong Li, Qifan Wang, Cai Wei, Yiguo Hong, Hai-Xi Sun\*, Qi Cheng\*, Jianjun Zhao\* and Jingmin Kang\**

# Supporting Information

2

## Multiome in the Same Cell Reveals the Impact of Osmotic Stress on *Arabidopsis* Root Tip Development at Single-Cell Level

5

6 Qing Liu<sup>1</sup>, Wei Ma<sup>1</sup>, Ruiying Chen<sup>2,3,4</sup>, Shang-Tong Li<sup>5</sup>, Qifan Wang<sup>1</sup>, Cai Wei<sup>2</sup>, Yiguo  
7 Hong<sup>1,6</sup>, Hai-Xi Sun<sup>2,3,4,\*</sup>, Qi Cheng<sup>1,\*</sup>, Jianjun Zhao<sup>1,\*</sup>, Jingmin Kang<sup>2,3,\*</sup>

8

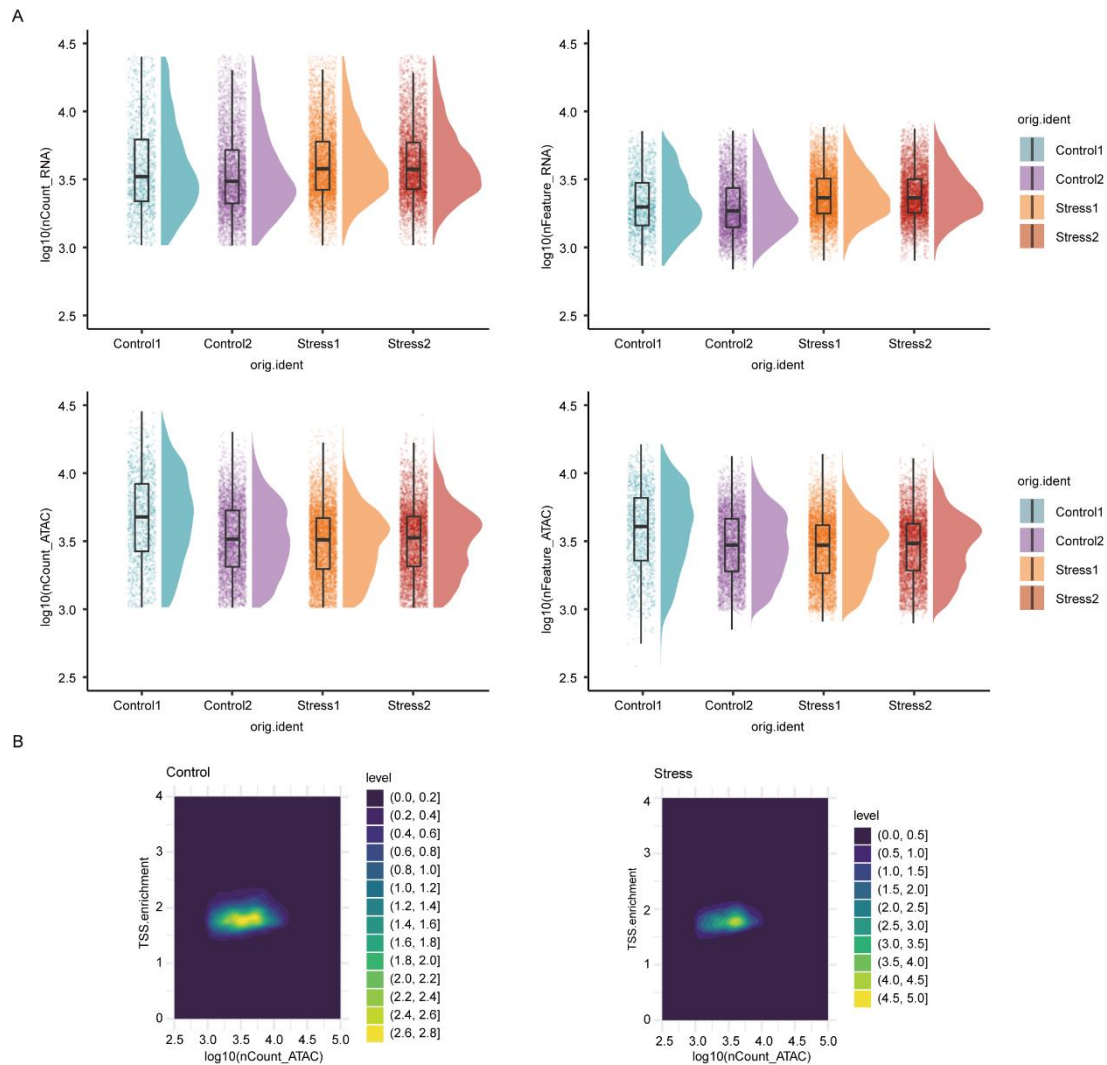

9

10 **Figure S1** Estimation of the data quality. A) Scatter, box plot, and half-violin plots of  
11 log<sub>10</sub>(nCount\_RNA), log<sub>10</sub>(nFeature\_RNA), log<sub>10</sub>(nCount\_ATAC),  
12 log<sub>10</sub>(nFeature\_ATAC) in different samples. All four samples demonstrate a notable

13 level of quality that can be reasonably compared. B) Density contours of the cell  
14 distribution of the snATAC-seq quality control metrics (TSS enrichment and  
15  $\log_{10}(\text{nCount\_ATAC})$ ) across control and stress samples. The density of the distribution  
16 was visualized with the use of color gradient.  
17

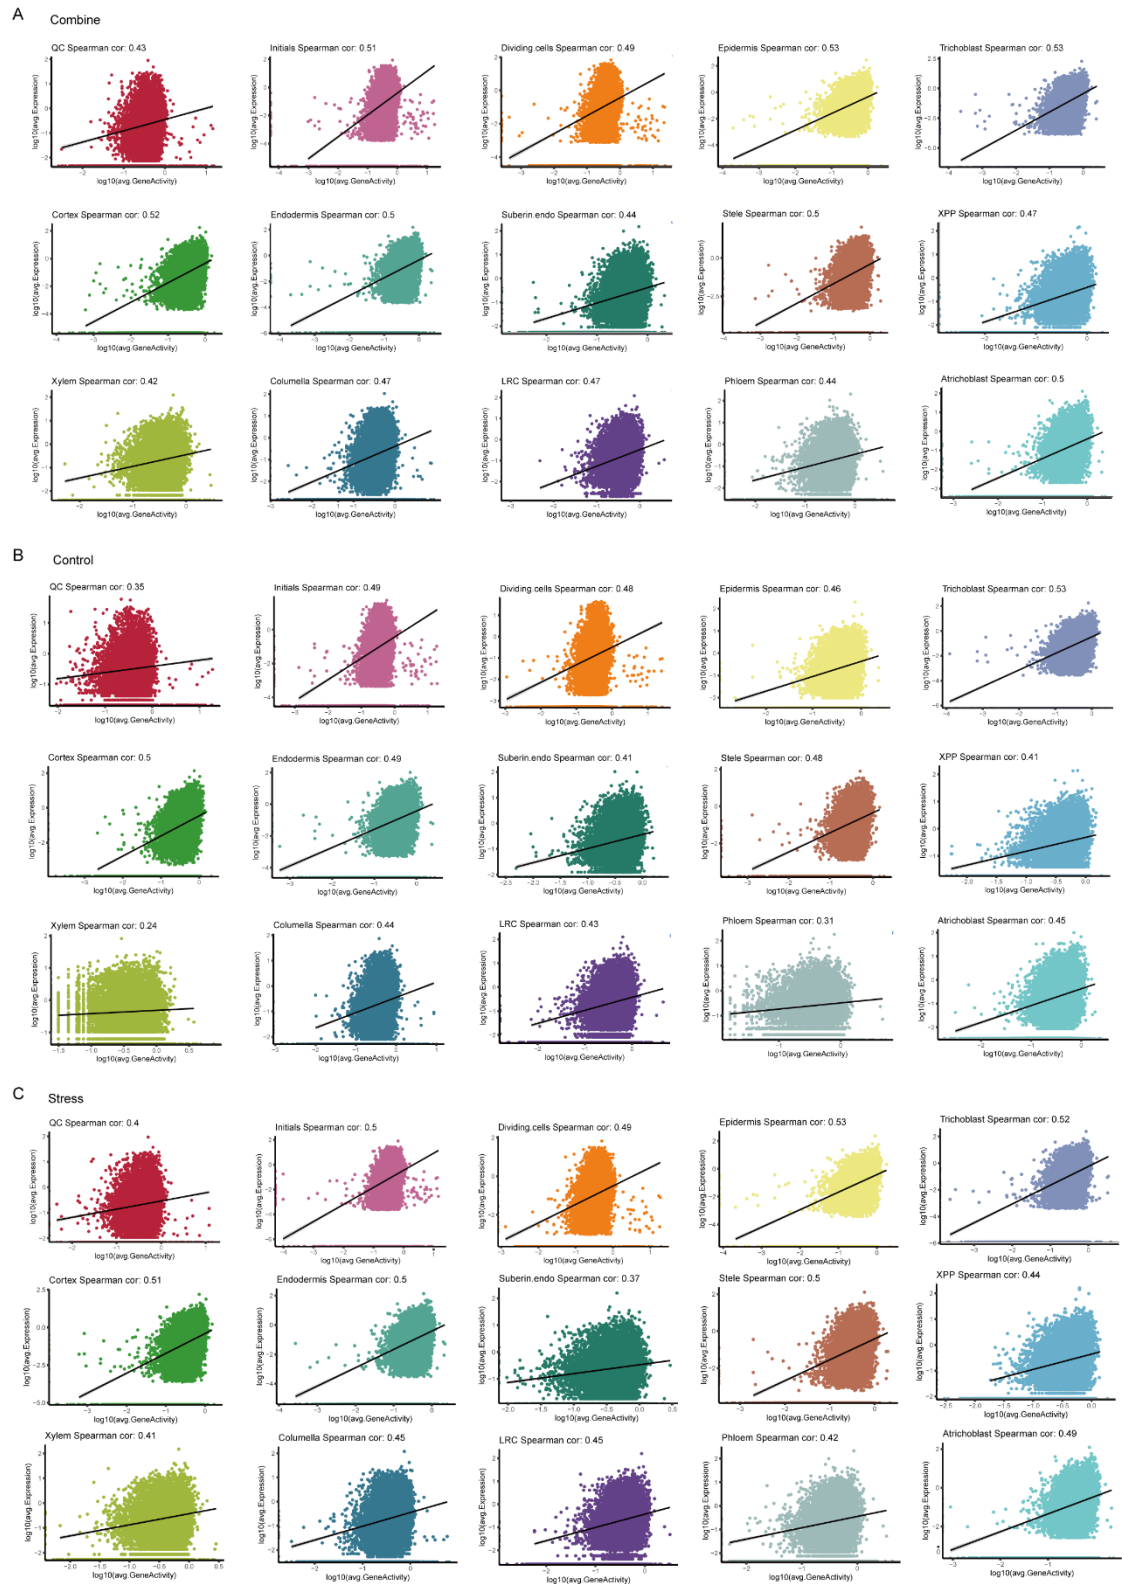

**Figure. S2** Scatter plots showing the correlations between gene expression and gene activity for each cell type in combine(A), control(B) and stress(C) conditions, respectively.

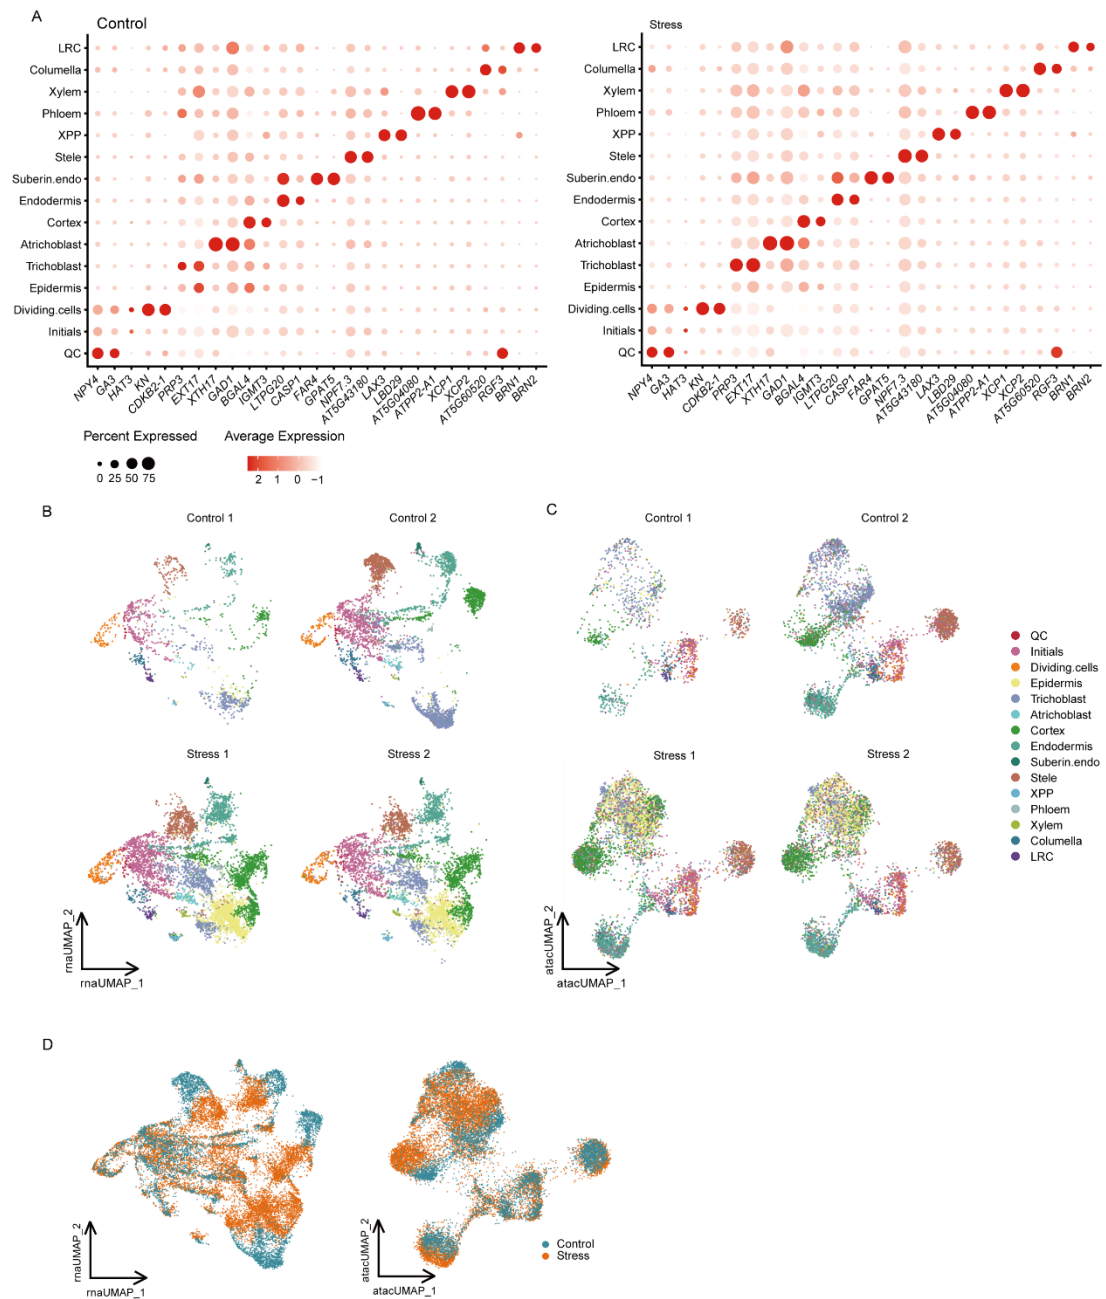

**Figure. S3** A) Expression of known marker genes for each cell type in control(left) and stress(right) samples. Dot size indicates the percentage of cells expressing the gene (% expressed). B-C) UMAP visualization of two biological replicates in the control and stress group defined by RNA (B) and ATAC (C) annotation. D) RNA annotation (left) and ATAC annotation (right) with cells colored by control and stress conditions.

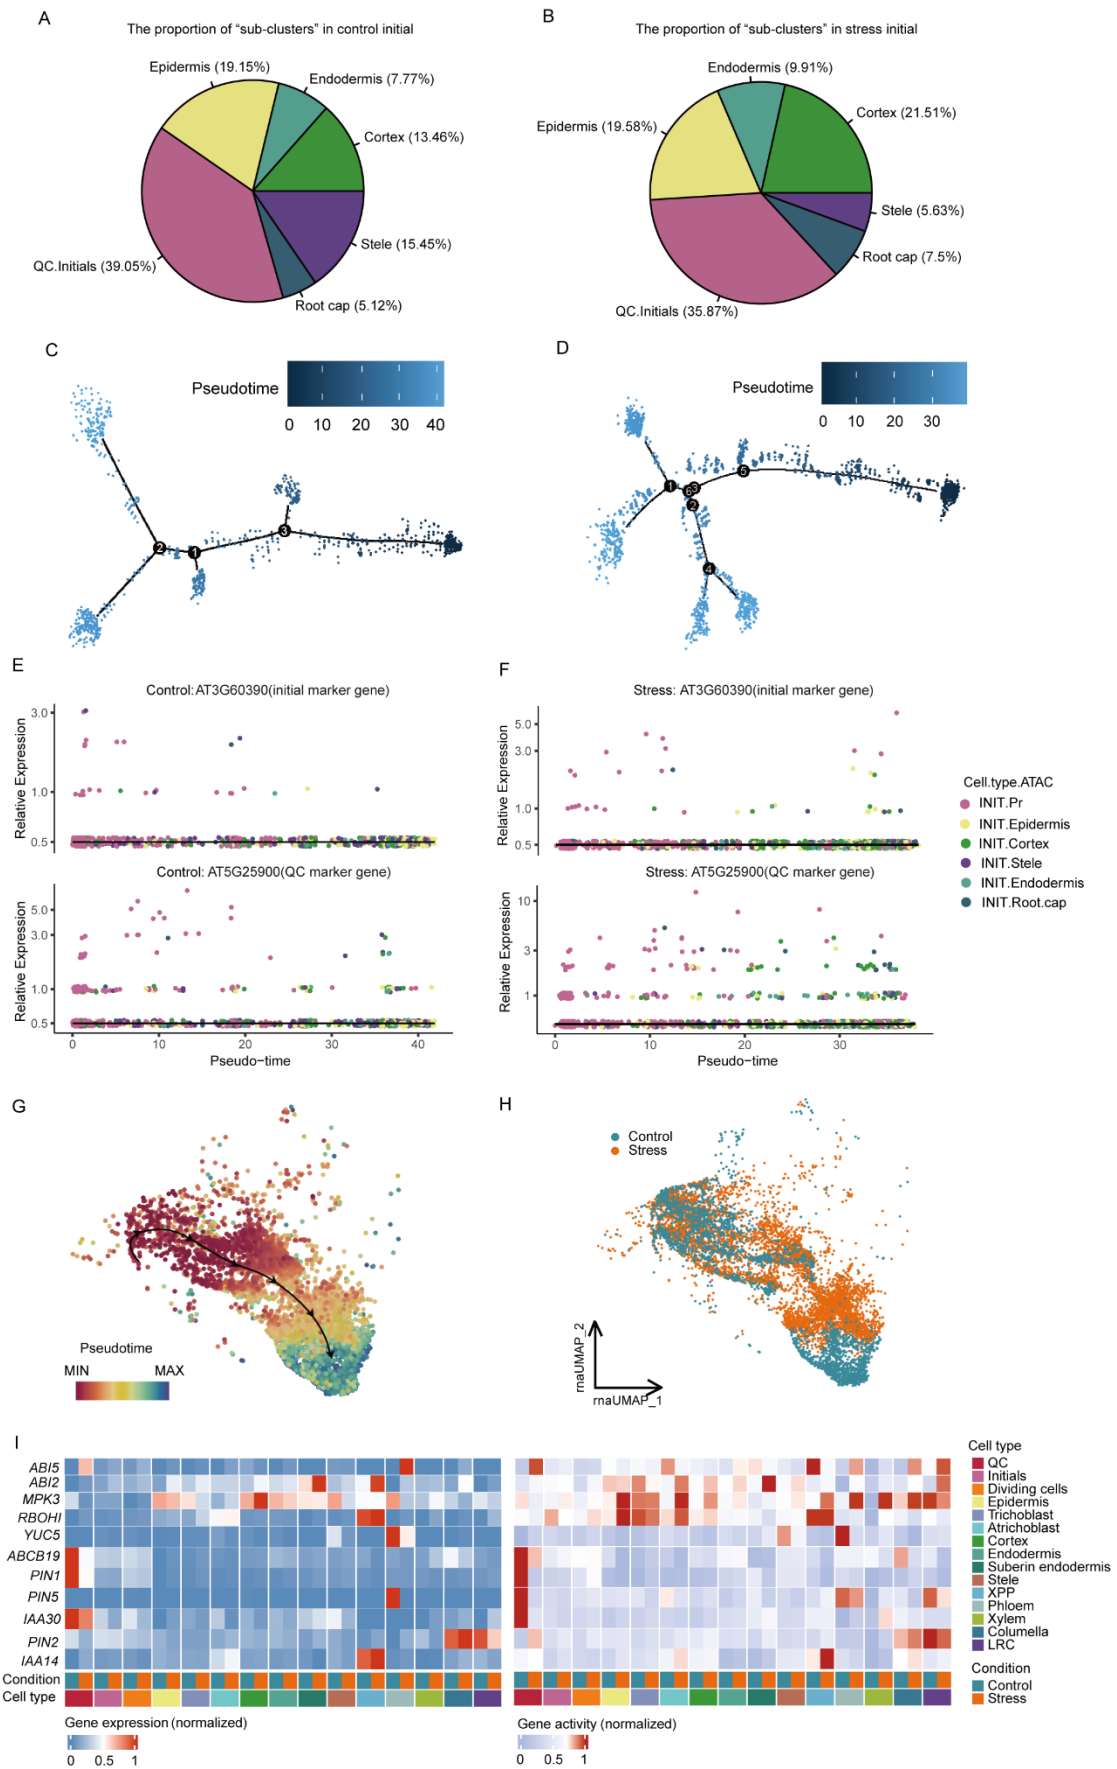

C-D) Developmental trajectories of control (C) and stress (D) initial cells (RNA annotation). Cells were colored by pseudo-time. E-F) Expression levels of QC and initial marker genes along pseudo-time trajectories. G-H) QC, initial, epidermis and trichoblast cells annotated with consensus pseudo-time levels (G) and culture conditions (H). I) Heatmap showing the average gene expression and gene activity levels in different cell types of different conditions.

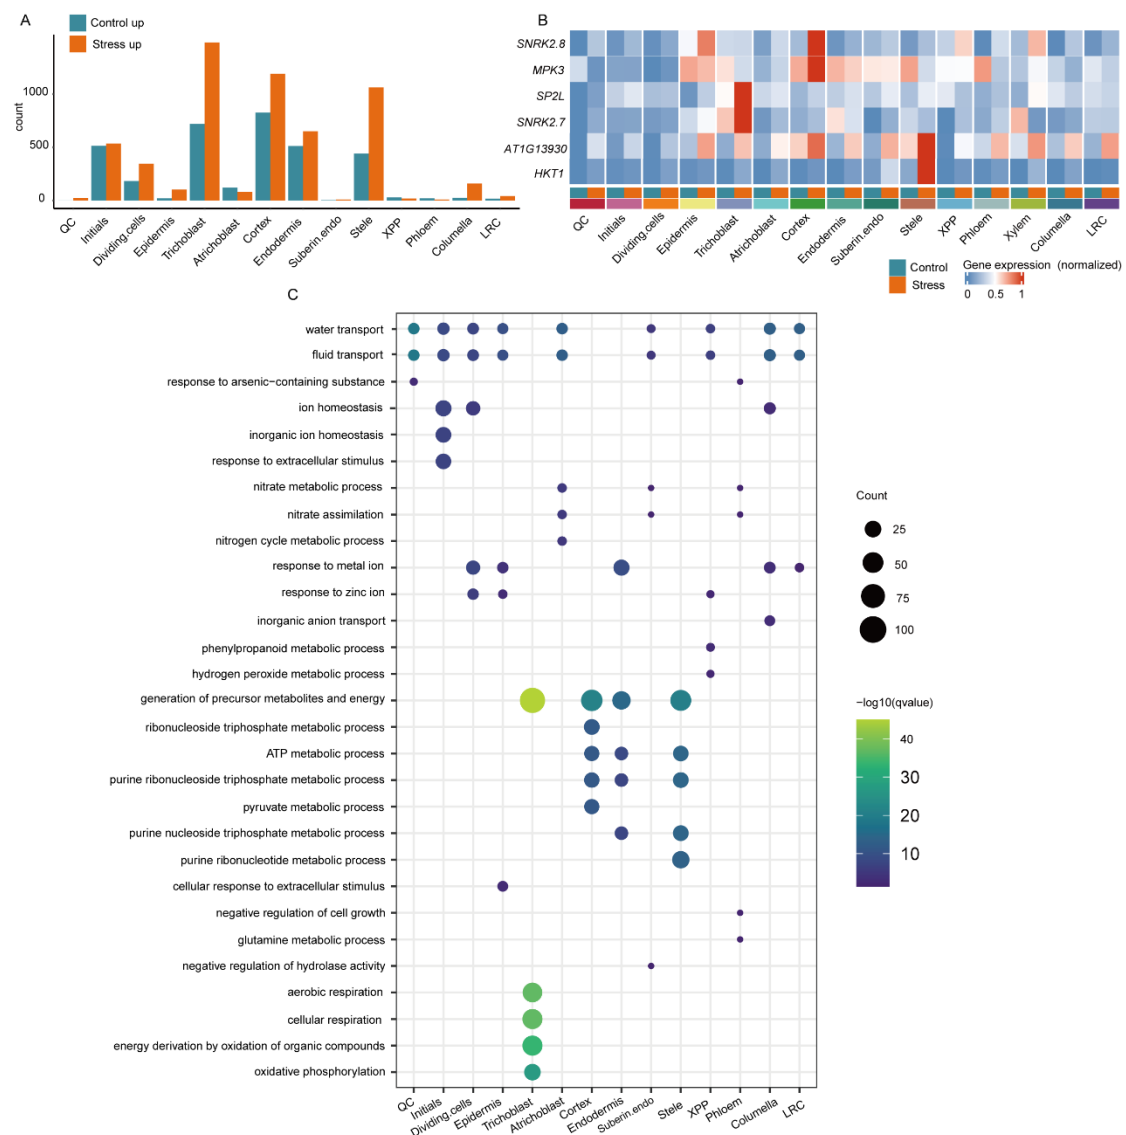

**Figure. S5** A) Histogram showing the number of genes up-regulated in control and stress groups for each cell type, as calculated from the transcriptome data. B) Heatmap showing the master gene expression levels in different cell types of different conditions. C) Dot plots of GO enrichment analysis of different genes for each cluster.

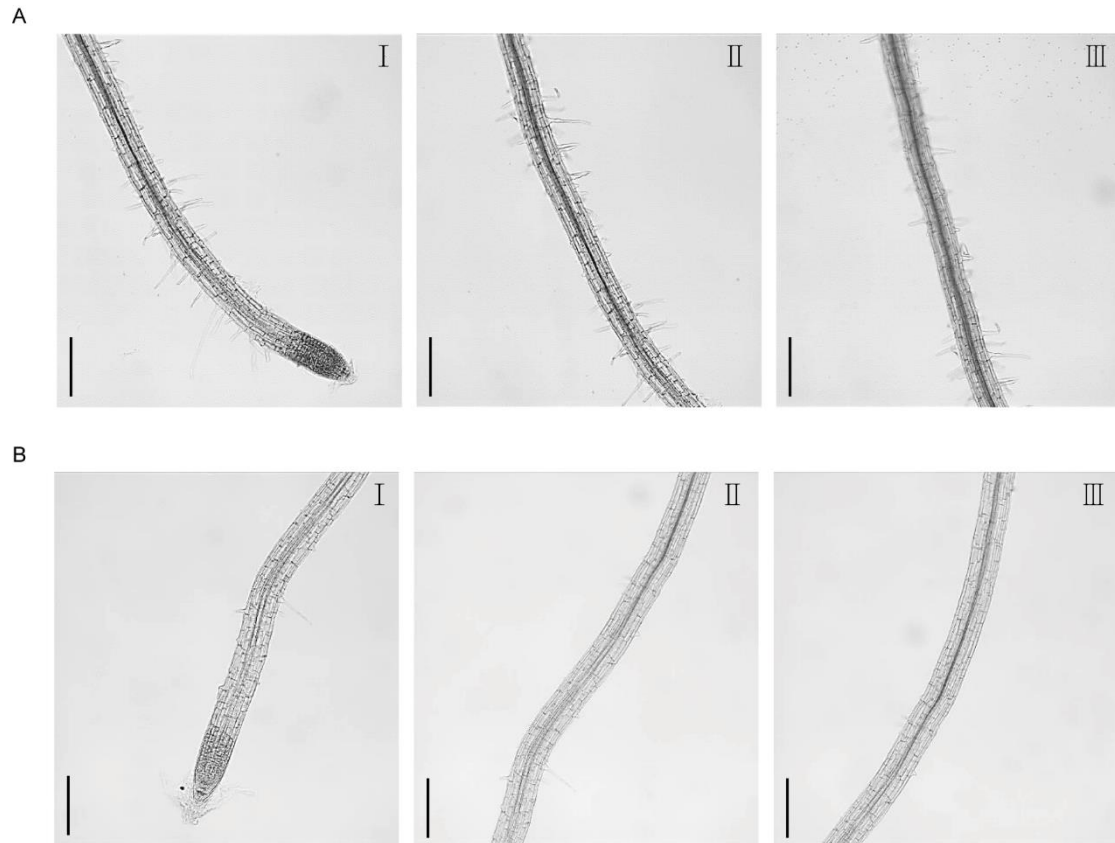

**Figure. S6** Trichoblast phenotype of Col-0 root tips in different culture conditions. A-  
 B) *Arabidopsis thaliana* ecotype Col-0 was grown in solid 1/2MS (control; A) and  
 1/2MS+250 mM sorbitol (stress; B) plates for 10 days (21°C with 16h light/8h dark  
 cycles, with light intensity of 300 lux).<sup>[24]</sup> Scale bars, 1cm. The Roman numerals I,  
 II, III respectively represent successive spatial positions of the same root.

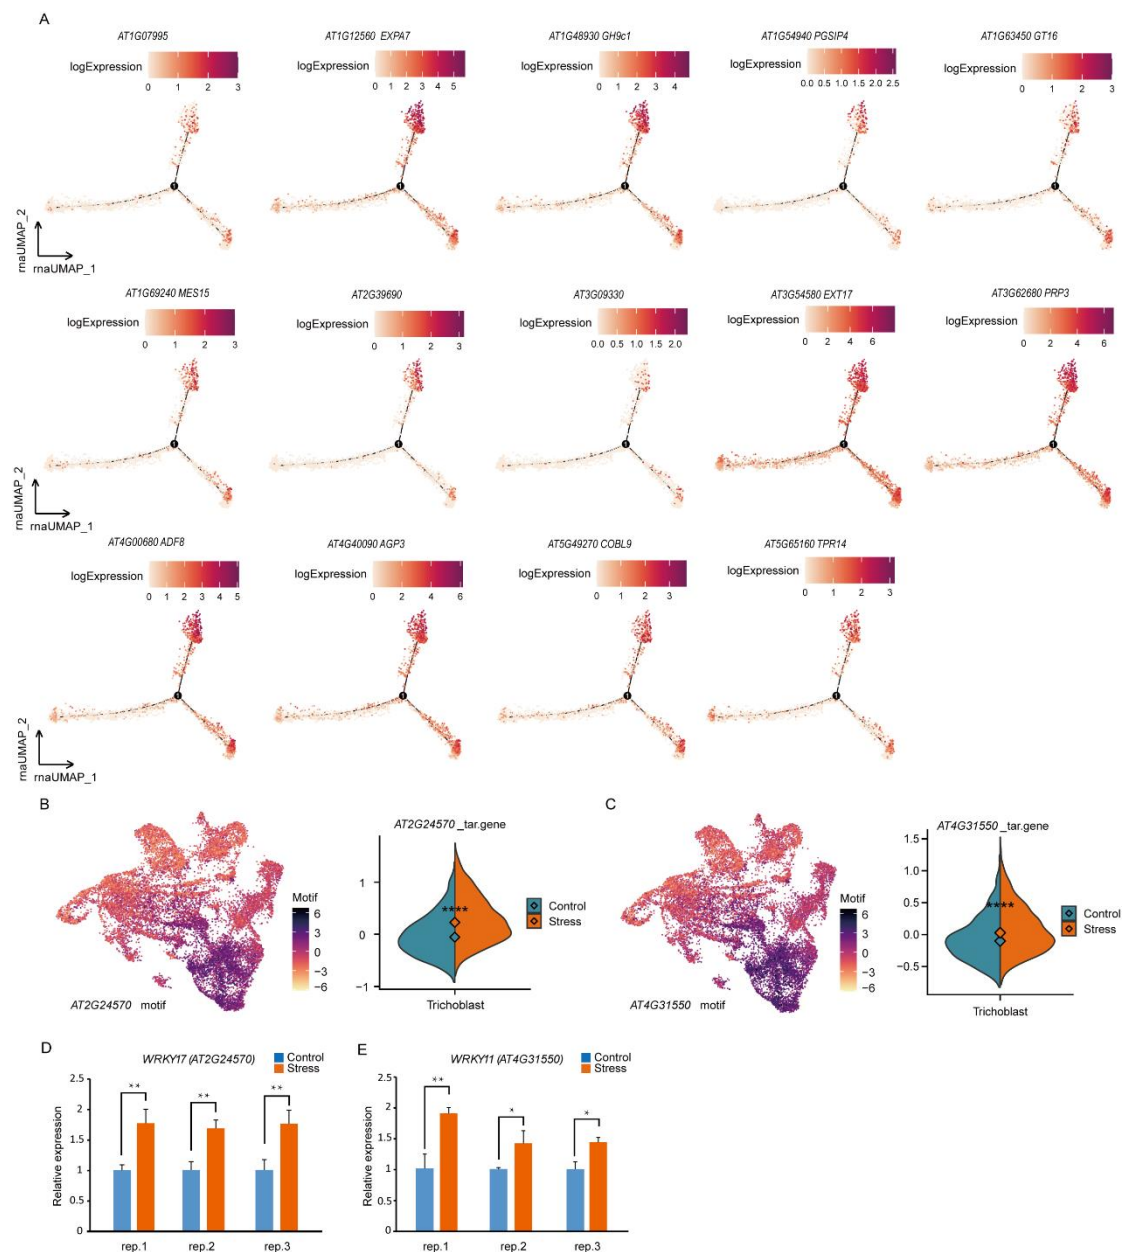

**Figure. S7** A) Expression of trichoblast marker genes on the trichoblast pseudotime trajectory. The colors represent expression levels of these genes in individual cells. B- C) UMAP visualization of WRKY17(B) and WRKY11(C) motif accessibility(left) and violin plot of WRKY17(B) and WRKY11(C) target genes expression (right). D-E) The expression of *WRKY17*(D) and *WRKY11*(E) in wild-type root tips of control and osmotic stress samples. Error bars, means  $\pm$  SD.

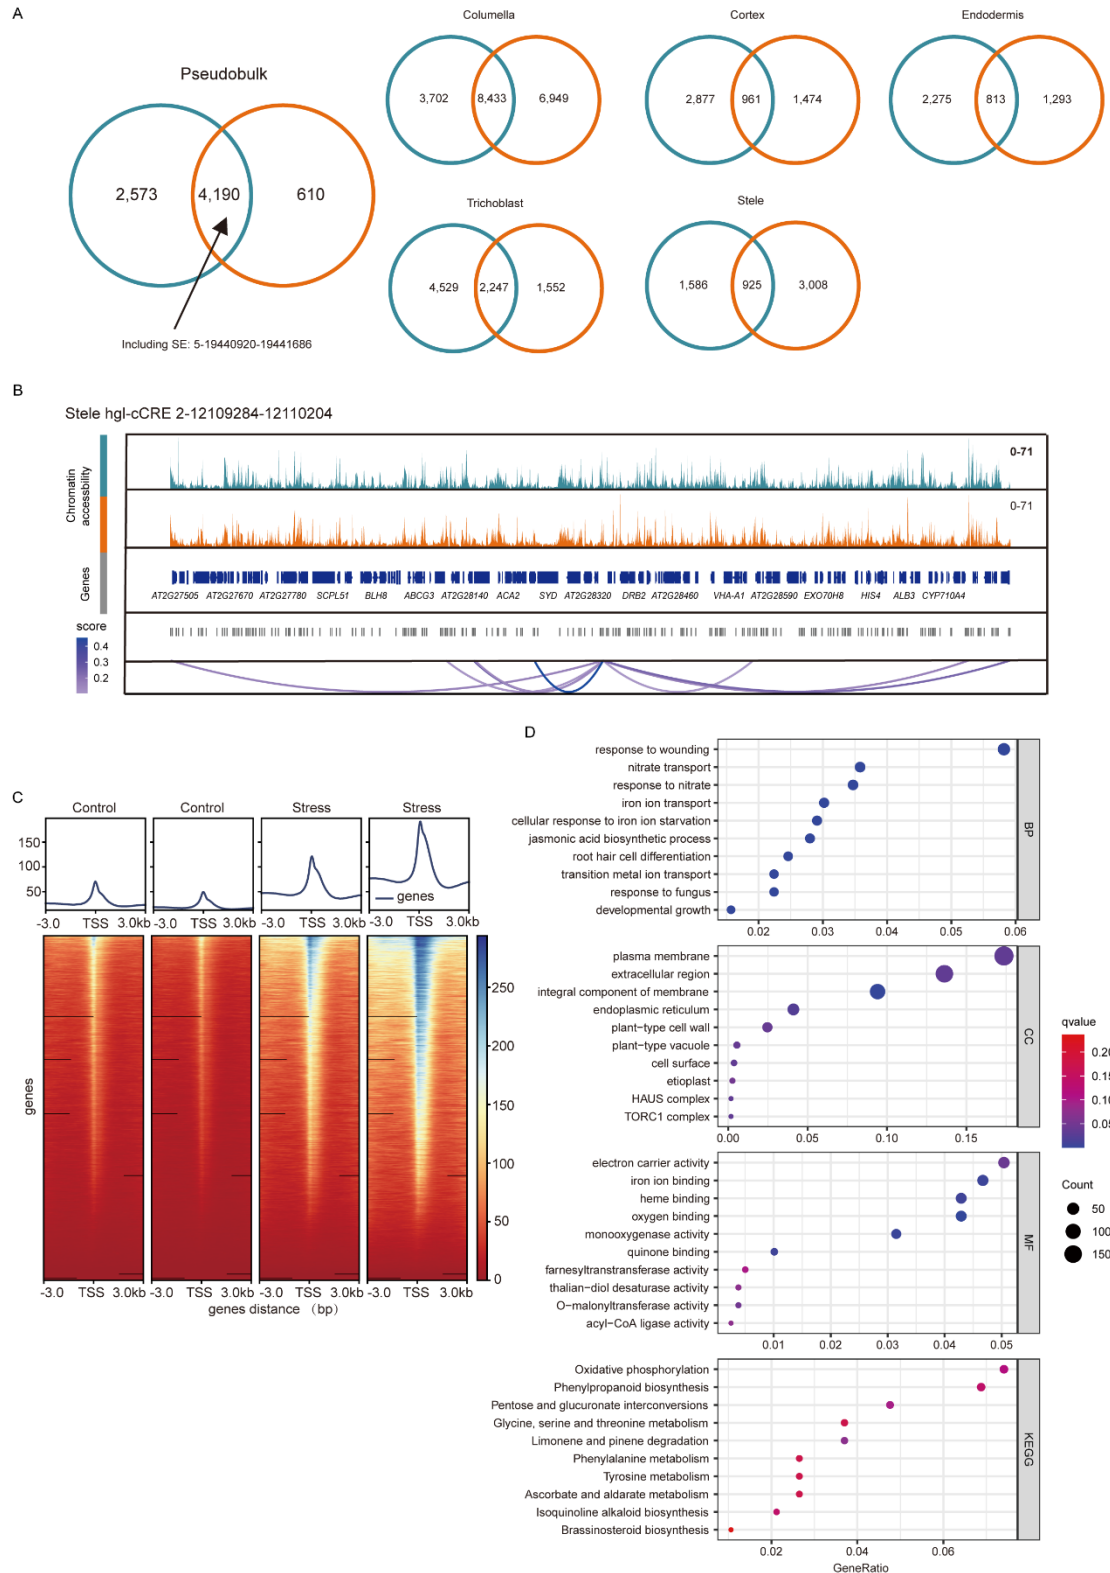

56

57 **Figure. S8** A) Venn diagrams showing overlap of gl-cCREs under control and stress  
 58 conditions. B) Accessibility level in different conditions and coaccessed peaks of stele  
 59 hgl-cCRE 2-12109284-12110204. C) Heatmaps of individual samples were drawn  
 60 using deeptools. 

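The profiles of Figure S8C stack the fragments of each library around TSS, so that their height depends on how many fragments the library holds unless it is scaled to depth, and the legend names no scaling. At nuclear peaks the median pileup as deposited was 103 and 77 fragments in control replicates 1 and 2, and 190 and 278 in stress replicates 1 and 2. Per 1000000 fragments the medians were 11.4 and 12.0 in control, and 11.9 and 10.8 in stress. The local background of these peaks was 2.86 and 2.95 fragments per 1000000 in control, and 3.02 and 2.71 in stress. Over regions with a peak in every library, the unscaled signal was 2.69 times higher in stress, and the mean number of fragments was 2.71 times higher.

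**Figure D3:**
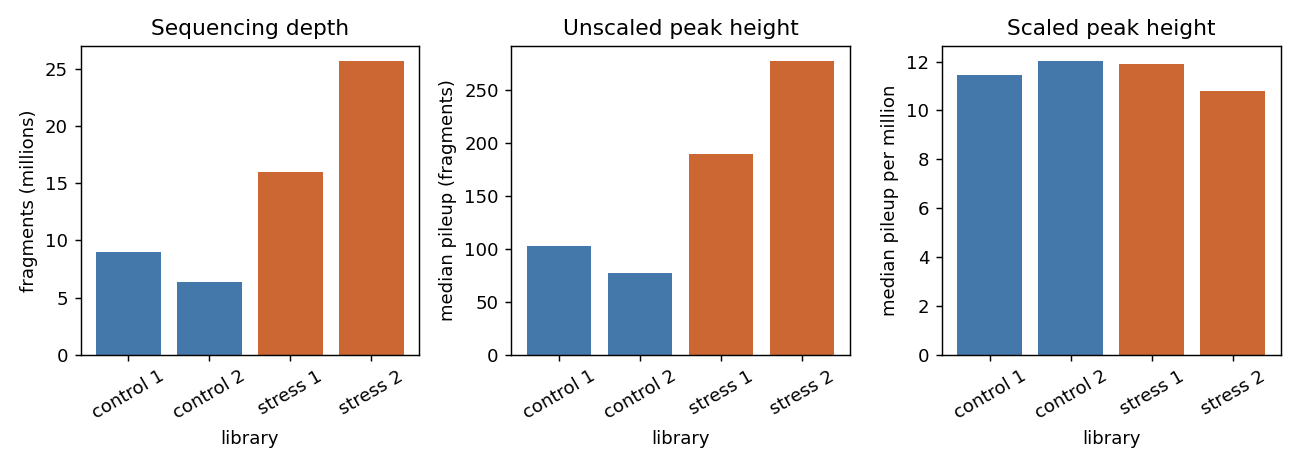
Bars give the fragments in units of 1000000, the median pileup of nuclear peaks in fragments, and this pileup per 1000000 fragments for each of the 4 libraries, with control in blue and stress in orange. The unscaled medians range from 77 to 278, and the scaled medians from 10.8 to 12.0.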

Specifically, CUT&Tag signals 3Kb upstream and downstream of the

- 61 TSS were shown, where the signal intensities were ranked from high to low. D) BP,  
62 CC, MF and KEGG enrichment results of stress compared to control cells.

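The changed sites behind these terms are listed in Table S9, which gives 794 sites higher and 567 lower under stress in the paper's analysis. Of the lower sites, 31 lie on the mitochondrial and 26 on the chloroplast genome, and none of the higher sites does. Of the sites in a region of chromosomes 1 to 5 with a peak in every library, the signal per 1000000 fragments moved in the direction given by the paper at 326 of 327 higher and 302 of 303 lower sites. Both come from the same libraries. Regions in every library held 41.2% of the higher and 60.3% of the lower sites. Among the higher sites of the paper with the smallest FDR, those at JAZ10 (AT5G13220), UGT85A1 (AT1G22400), RRTF1 (AT4G34410) and AT5G19110 had a peak in both stress libraries and no control library, and that at FAMT (AT3G44860) in stress replicate 2 alone. Sites at MIR398b (AT5G14545) and FSD1 (AT4G25100), both lower in the paper's table, had a peak in both control libraries and no stress library. Among regions in every library, the largest rise was on chromosome 5 from 15641218 to 15642621, at AT5G39080 and AT5G39090, from 3.05 ± 0.549 to 8.82 ± 0.711 fragments per 1000000 (SD, n = 2 each), a log2 change of 1.54 (limma adjusted p = 3.0e-12). The regions at AT2G34930, AT5G38710, AR781 (AT2G26530) and AT3G45530 rose by 1.49, 1.43, 1.19 and 1.18. The 5 largest falls among such regions of chromosomes 1 to 5, from -2.20 to -2.01, all lay in the copy of the mitochondrial genome on chromosome 2. Regions on the organelle genomes were not ranked.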

How the deposited data were processed for this re-analysis (not part of the article)

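H3K4me3 was measured by CUT&Tag in 2 control and 2 stress libraries of Arabidopsis, and 4 peak tables were analysed. The authors deposited for each peak the pileup, a signal in fragments that is not scaled to depth, the fold enrichment, which is a ratio of the pileup to the local background, and the −log10 of the p-value and of the q-value. Peaks were called by the authors in each library with MACS 2.2.7.1 on paired fragments, with all duplicates kept, a local background over 10000 bp and an effective genome size of 2700000000 bp. The aligner, the filters on reads and the genome build of the CUT&Tag mapping are not named in the paper's text. The pileup and the background of the tables gave back the deposited −log10 p-values of all 57046 checked peaks within 0.00119 on the log10 scale. No peak had the same position and pileup in 2 libraries.

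Depth was 9011630, 6396842, 15974955 and 25714827 fragments in control replicates 1 and 2 and stress replicates 1 and 2. A deeper library calls weaker peaks, so counts of peaks are not comparable between conditions without a correction for depth. The pileup of a region is known only in libraries with a peak there, which limits the comparison of signal to regions with a peak in every library.

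Positions were compared with the TAIR10.1 reference, whose chromosomes 1 to 5 end after the last peaks of the files, and genes were taken from its annotation (33185 genes). The mitochondrial genome of this reference is another version than that of the files, so its genes were not used here. Regions were made by merging peaks that overlap. Log2 signal was compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), with an adjusted p-value threshold of 0.05, and gene lists with camera and fry. The copy of organelle DNA was located with blastn 2.17.0+ as matches of at least 95% identity and 300 bp, and spans chromosome 2 from 3239038 to 3509765. Overlap with the hgl-cCREs of Table S6 was compared with 1000 circular shifts along each chromosome. Other steps used Python 3.11.15 with pandas 2.3.3 and scipy 1.17.1.

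The scripts were tested on simulated data. With no change among 11925 simulated regions, limma called 0, and of 200 regions changed by 1 on the log2 scale it recovered 72.5%, with 4 false calls. Camera called 5.5% of 200 unchanged lists of 15 simulated regions at an unadjusted p under 0.05 and 100% of lists raised by 0.5. The simulated regions varied independently, so these rates need not hold for lists whose genes share a region or vary together.

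The samples, the tests, the gene lists and most alternatives were fixed before the data were examined. Alternatives on depth, GC content, a trend with the mean signal, a minimum change and regions in at least 2 libraries were chosen after seeing the data. Genes and regions named in the text were the genes the paper names where a value is used, the 5 regions with the largest rise and the 5 with the largest fall among those called and with both stress libraries on the same side of both control libraries, the 5 sites of Table S9 with the smallest FDR in each direction, and at most 5 called genes of each list. Gene lists covered iron, jasmonic acid synthesis, wounding, oxidative phosphorylation, the 3 trichoblast clusters of Table S3 and the H3K4 methylation genes of Table S8. The symbols FIT, SP2L and RBOHI found no gene in the annotation and KAT2 and ERF1 more than 1, so these were left out. A value computed for 1 of the genes that the paper names is not reported here. The single-cell multiome was not analysed here.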

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

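The tests of depth were chosen only after the result was seen. A peak in both stress libraries and in no control library was found in 1324 regions, a set the paper does not discuss, against 71 regions in both control libraries and no stress library. The stress libraries were deeper, and a deeper library calls weaker peaks. When all libraries were thinned to 6396842 fragments, the numbers were 696 and 170, a difference of 526. The other ways to pair the 4 libraries gave differences of -96 and -84 at this depth, and of 0 and -133 at full depth. Each of these pairs joins a control with a stress library, so they can say little of depth. The difference of 526 left after thinning argues against depth as the whole cause of the excess. Thinning nevertheless reduced the regions in stress alone from 1324 to 696. Thinning acted on the deposited peaks and could not add peaks to any library. With a fold enrichment of at least 4, the numbers were 589 and 333. A difference in enrichment between libraries, in root composition and in H3K4me3 itself stay open and were not tested. Groups of 2 libraries were too small for a test of outlying samples.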

How the results depend on the processing

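Alternatives on equal depth, a minimum change, regions in at least 2 libraries and trend removal were chosen after seeing the data. The difference in peaks between stress and control stayed positive in all settings run, and was 2893 with a −log10 q of at least 10, 546.5 with a fold enrichment of at least 4 and 776.5 at equal depth. The length covered by peaks differed by 4.50 Mb, and by 1.99 Mb with a fold enrichment of at least 4. At equal depth the difference in peaks was 1150.5 without control replicate 1 and 402.5 without control replicate 2. It was 832 without stress replicate 1 and 721 without stress replicate 2. The length covered by the peaks left at equal depth differed by 3.81 Mb. Each of these peaks kept its length from full depth, so the value cannot show that the difference in length is free of depth. Counted in this way, the length differed by 4.58 and 3.04 Mb without control replicates 1 and 2. It differed by 4.26 and 3.36 Mb without stress replicates 1 and 2. Regions with a peak in both libraries of both conditions fell from 11964 to 5108 with a fold enrichment of at least 4. Regions in stress alone numbered 589 with it, 696 at equal depth, and from 1497 to 2356 across the 4 counts that each left out one replicate. Regions in control alone numbered 34 with a −log10 q of at least 10, 333 with a fold enrichment of at least 4, 170 at equal depth, and from 96 to 230 with one replicate left out. A count with 1 library left out asks for a peak, or for no peak, in fewer libraries, which by construction raises it.

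The median signal shift had no stable sign. It was 1.43 without scaling, -0.0016 with a −log10 q of at least 10, and from -0.035 to 0.059 with one replicate left out. With each library divided by its median it was -0.039, but this sets the medians of the libraries equal and so cannot show a shift. Without scaling, 10950 regions were higher and 0 lower (0 also at an unadjusted p under 0.05), which follows from the depth of the libraries. With a missing value set to the lowest pileup in regions with a peak in at least 3 libraries, 0 regions were called in either direction, with 1505 higher and 1543 lower at an unadjusted p under 0.05; the cause was not tested. With a change of at least 1.5-fold, 212 were higher and 452 lower. Lower regions numbered 684 with fold enrichment, 2337 with each library divided by its median and 464 in regions with a peak in at least 2 libraries. In the last setting a missing value was set to the lowest pileup of the library, so its counts rest in part on filled values. The cause of these differences was not tested. The share of higher regions among the called ones was 46.2%, and became 62.3% with fold enrichment and 32.7% with each library divided by its median. It was 72.4% in regions with a peak in at least 2 libraries, with missing values filled in, and 31.9% with a change of at least 1.5-fold. Calls were not made with a replicate left out, since an arm then holds 1 library.

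Same-numbered replicates shared only a number, since the correlation of their deviations was -0.0035. With the replicate block, 1090 regions were higher and 1268 lower.

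Of the paper's sites in Table S9, the share in regions with a peak in every library was 27.2% of the higher and 48.7% of the lower with a −log10 q of at least 10, and 20.7% and 41.1% with a peak summit inside the site. It ranged from 41.2% to 51.4% for higher and from 60.5% to 65.6% for lower sites with one replicate left out. Summits within 0.5 kb of a TSS made up 80.5% of peaks, and those within 1 kb 92.8% with a −log10 q of at least 10.

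Medians of gene lists cover only genes with a peak in every library within 1 kb of the TSS. Such a peak can lie at a neighbouring gene, as for COW1 and RHS18 of trichoblast cluster 2. Taken from regions overlapping the gene body, the median change was -0.17 for the iron list and 0.035 for trichoblast cluster 2. With one replicate left out, the median change ranged from -0.22 to -0.070 for the iron list, and from -0.027 to 0.096, from 0.079 to 0.16 and from -0.058 to 0.020 for trichoblast clusters 1, 2 and 3. It was -0.021 for oxidative phosphorylation with each library divided by its median, a scaling that lowered all genes alike. With fold enrichment it was -0.12 for trichoblast cluster 1, 0.061 for cluster 3 and -0.0017 for wounding. Under fry the wounding list, at 0.26, no longer passed the threshold, and the H3K4 methylation list, at 0.15, did (fry, adjusted p = 0.026). The latter did not pass under fry with fold enrichment (adjusted p = 0.57), each library divided by its median (0.30), regions overlapping the gene body (0.090) or the replicate block (0.058). The overlap of hgl-cCREs with control regions exceeded that of shifted sites by 2.7 percentage points for all and 3.57 for columella sites, by -1.07 and -1.48 with a −log10 q of at least 10, and by 12.8 and 15.4 with regions in any library. That of columella sites with stress regions was 6.85 with a −log10 q of at least 10 and no longer passed. The depth of the control libraries limits what can be said of weak peaks.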

Differences from the paper's values

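In Table S9, the paper lists 794 sites as higher and 567 as lower under stress, and limma called 1221 and 1419 regions. The smallest change in Table S9 is 0.585 on the log2 scale, which is 1.5-fold, whereas limma was run without a minimum change. For the higher sites, the count was within 1.5 times the paper's with fold enrichment (1130), each library divided by its median (1135), a −log10 q of at least 10 (918), no trend (1050) and the replicate block (1090), but not without scaling (10950) or in regions with a peak in at least 3 libraries (0). For the lower sites it was so only with fold enrichment (684), among the alternatives set before the data were examined. With a minimum change of 1.5-fold, an alternative chosen after seeing the values, 212 regions were higher and 452 lower. With regions in at least 2 libraries and missing values set to the lowest pileup of the library, chosen likewise, 1216 were higher and 464 lower. Under both the lower count was within 1.5 times the paper's and the higher count was not.

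The paper's profiles show a ratio of stress to control signal of about 2.6 in Figure S8C, read by eye, and the ratio of the signal per 1000000 fragments was 1.01. It was 2.69 for the pileup without scaling, the only alternative set before the data were examined within 1.5 times the paper's value.

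The paper states that the modification level increased under osmotic stress, and the median log2 change per 1000000 fragments was 0.01. The paper states, from an enrichment analysis, that genes of iron transport were upregulated. A median over a list is a different measure, and the iron list also holds genes that are not transporters, such as the ferritin genes FER1 and FER3. Its median log2 change was -0.14 over the 14 of 32 genes with a peak in every library, which leaves out genes without a peak in control. For oxidative phosphorylation, which the paper gives as upregulated, the list also held subunits of vacuolar ATPase. Its median log2 change was 0.03 over the 77 of 100 genes with a peak in every library. In it 5 genes were higher and 3 lower. The lower ones were SDH1-1, the vacuolar ATPase gene DET3, and AT2G07687 in the copy of the mitochondrial genome on chromosome 2.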

Other observations

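Tests on depth, organelle fragments and oxidative phosphorylation sites were chosen only after the results were seen. More peaks were called in the stress libraries. Thinning to equal depth removed 62.8% of the difference, to 776.5 peaks, which is consistent with sequencing depth as a source of most of it. The rest was above the pooled spread between replicates at equal depth of 378 (SD), but close to the gap of 748 between the control libraries, and without control replicate 2 it was 402.5. The higher unscaled pileup under stress left a median log2 shift of 0.012 per 1000000 fragments, inside the spread of 0.051 (SD) that the same median shows between replicates. The medians of the libraries differed by 0.051, slightly above their SD of 0.049. Depth is thus a candidate explanation for the height of unscaled profiles. A change of H3K4me3 shared by the whole genome stays open, since scaling would remove it. The fold enrichment over the background of the same library needs no total. It rose by a median of 0.046 on the log2 scale at regions with a peak in every library, a ratio of 1.03. Without a control library, this background over 10000 bp includes fragments of the peak itself. A shared rise would raise pileup and background together, so the ratio can understate such a rise and cannot exclude it.

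GC content and a trend with the mean signal were weighed as causes of the 2640 called regions. The log2 change correlated with GC content at 0.17 across regions, which are not independent replicates. With the GC trend removed, 2509 of these regions were still called in the same direction, and with the mean-signal trend removed 2280, which argues against either as the whole cause. Depth is confounded with condition and stays open, as does a biological response to sorbitol.

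Fragments from the organelles were fewer under stress. The median background at chloroplast peaks was 36.9 and 40.1 fragments per 1000000 in control and 13.5 and 7.59 in stress, and at mitochondrial peaks 25.6 and 26.5 against 8.12 and 5.00. At 39 organelle regions the pileup changed by a median of -1.85 on the log2 scale, while the fold enrichment over local background changed by 0.11. This is consistent with a smaller share of organelle fragments in the stress libraries, whether from nuclei preparation or from the plants, which the design cannot separate. A copy of the mitochondrial genome with 269.6 kb of matches lies on chromosome 2. All 10 of its regions with a peak in every library were called lower, with a median log2 change of -2.01, close to that of the organelle regions. A candidate explanation is that organelle fragments were mapped to the copy, so the largest falls on chromosome 2 may not be changes of nuclear H3K4me3. In Table S9, 15 of the paper's lower sites lie in the copy. Of the 240 hgl-cCREs of Table S6, 5 entries at 4 distinct sites overlap the copy, which is 2.08% of the list, and its matches make up 0.226% of the length of chromosomes 1 to 5.

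Sites of Table S9 at oxidative phosphorylation genes numbered 2 at nuclear genes outside the copy, both higher, and 8 at chloroplast genes, all lower. None lay in the copy on chromosome 2. The paper gives the term as upregulated, and none of the 794 higher sites lies on an organelle genome or in the copy. This argues against organelle DNA as a source of the term if only higher sites entered it. If lower sites entered it as well, organelle DNA cannot be told apart from a response of these genes. A site at a chloroplast gene is organelle DNA by definition. The genes of 31 mitochondrial sites were not used here.

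Of the 240 hgl-cCREs, 32.9% overlapped regions of both stress libraries, against 24.6% of shifted sites (one-sided permutation test with 1000 shifts, p = 0.006), and 24.2% regions of both control libraries, against 21.5% (p = 0.20). For the 132 columella sites the shares were 34.8% (permutation p = 0.008) and 25.0% (permutation p = 0.20). For the 108 sites of other cell types they were 30.6% (permutation p = 0.11) and 23.1% (permutation p = 0.39). Stress regions are more numerous, and a difference between the conditions was not tested. Shifted sites are a loose background, since accessible sites lie at genes.

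Among other genes the paper names, ABCB19 (AT3G28860) fell from 33.2 ± 3.47 to 18.9 ± 2.97 fragments per 1000000 (SD, n = 2 each), a log2 change of -0.81 (limma adjusted p = 1.2e-07). PHT1;1 (AT5G43350) rose by 0.46 (limma adjusted p = 0.047) and ABI2 (AT5G57050) by 0.36 (limma adjusted p = 0.021). WRKY17 and WRKY11 changed by -0.09 and 0.11 (limma adjusted p = 0.67 and 0.54). The trichoblast clusters 1, 2 and 3 of Table S3 had, at their genes with a peak in every library, median log2 changes of 0.06, 0.08 and -0.02 (camera, adjusted p = 0.44, 0.25 and 0.96).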
